# A Mechanism Linking Id2-TGFβ Crosstalk to Reversible Adaptive Plasticity in Neuroblastoma

**DOI:** 10.1371/journal.pone.0083521

**Published:** 2013-12-23

**Authors:** Lina Chakrabarti, Bi-Dar Wang, Norman H. Lee, Anthony D. Sandler

## Abstract

The ability of high-risk neuroblastoma to survive unfavorable growth conditions and multimodal therapy has produced an elusive childhood cancer with remarkably poor prognosis. A novel phenomenon enabling neuroblastoma to survive selection pressure is its capacity for reversible adaptive plasticity. This plasticity allows cells to transition between highly proliferative anchorage dependent (AD) and slow growing, anoikis-resistant anchorage independent (AI) phenotypes. Both phenotypes are present in established mouse and human tumors. The differential gene expression profile of the two cellular phenotypes in the mouse Neuro2a cell line delineated pathways of proliferation in AD cells or tyrosine kinase activation/ apoptosis inhibition in AI cells. A 20 fold overexpression of inhibitor of differentiation 2 (Id2) was identified in AD cells while up-regulation of genes involved in anoikis resistance like PI3K/Akt, Erk, Bcl2 and integrins was observed in AI cells. Similarly, differential expression of Id2 and other genes of interest were also observed in the AD and AI phenotypes of human neuroblastoma cell lines, SK-N-SH and IMR-32; as well as in primary human tumor specimens. Forced down-regulation of Id2 in AD cells or overexpression in AI cells induced the cells to gain characteristics of the other phenotype. Id2 binds both TGFβ and Smad2/3 and appears critical for maintaining the proliferative phenotype at least partially through negative regulation of the TGFβ/Smad pathway. Simultaneously targeting the differential molecular pathways governing reversible adaptive plasticity resulted in 50% cure of microscopic disease and delayed tumor growth in established mouse neuroblastoma tumors. We present a mechanism that accounts for reversible adaptive plasticity and a molecular basis for combined targeted therapies in neuroblastoma.

## Introduction

Neuroblastoma is a pediatric solid tumor originating from neural crest progenitors. This disease displays considerable clinical variability, reflected in patient outcomes that range from spontaneous regression to lethal disease [1], [2], [3]. Moreover, neuroblastoma exhibits a wide range of differentiated phenotypes, from undifferentiated tumors to tumors containing a neural crest-derived differentiated cell state [4]. Heterogeneity within cancer cell populations is common, in which many tumors contain phenotypically and functionally different cancer cell populations [5], [6], [7]. Tumor heterogeneity can arise through multiple mechanisms including genetic/epigenetic changes [8], [9], microenvironmental pressure [10], [11], anoikis resistance [12], [13], [14], [15] and cancer stem cell populations [16], [17], [18].

Tumor cell adaptation is an important phenomenon as it could enable tumors to evade immune surveillance, survive unfavorable conditions or escape radio- or chemotherapy. We have recently described a novel form of adaptive cell transformation, termed reversible adaptive plasticity and demonstrated that neuroblastoma cells are plastic, dynamic and optimize their ability to survive by switching their phenotype [19]. We identified two defined neuroblastoma phenotypes with anchorage dependent (AD) and anchorage independent (AI) growth patterns in mouse and human cell lines under distinct culture conditions [19]. Since neuroblastoma tumor cells arise from embryonic neural crest cells, the AI cells are grown as spheroids in neural stem cell serum free culture conditions while the AD counterparts proliferate rapidly and attach to the plate in regular serum rich media [19]. The importance of this finding translates to tumor growth as both phenotypes are capable of reversible transition and specific molecular markers enabled us to observe both cell types in established mouse and human neuroblastoma tumors. We have also identified this phenomenon in multiple other tumor types (unpublished observations) and indeed, other human cancers frequently display substantial intra-tumor heterogeneity in cellular morphology and gene expression [5].

Resistance to anoikis is another molecular mechanism that could afford tumors aggressive, chemo-resistant properties. Anoikis is the induction of apoptosis induced by loss of cell adhesion. Overcoming anoikis and adapting an anchorage independent state is a crucial step in malignant transformation and metastasis, making anoikis resistance a natural pre-requisite for aggressive growth of cancer [14]. Tumor cells have developed a variety of strategies to avoid anoikis, by altering integrin expression in both squamous carcinoma [20] and melanoma cells [21] and by activation of the integrin/FAK/PI3K pathway in murine lung carcinoma cells [22]. Resistance to anoikis occasionally is mediated by oxidative stress, in which reactive oxygen species activate the Src tyrosine kinase that in turn activates the pro-survival pathways contributing to survival [23]. Furthermore, aberrant activation of Src and the proto-oncogenes Ras/Raf are reported to confer resistance to anoikis through PI3K/Akt signaling in various cancers [24], [25], [26]. Normally, cells grown *in vitro* under conditions of loss of cell-matrix anchorage and serum starvation undergo anoikis. However, in our recent study we observed that the majority of Neuro2a cells growing under these conditions overcame apoptosis and survived as the AI phenotype [19]. Therefore, we reasoned that addition of growth factors in the culture medium may have activated growth factor receptors and other anti-apoptotic and survival pathways contributing to anoikis resistance of surviving AI cells. Since it is now widely accepted that tumor cells optimize their ability to survive anoikis by over-activation of survival/proliferation cascades, we assessed these pathways in the AI phenotypes of the neuroblastoma cells.

In an effort to investigate the mechanism(s) driving reversible phenotypic transition in neuroblastoma, the gene expression profile of the AD and AI phenotypes of a mouse neuroblastoma cell line was studied. Gene array analysis of Neuro2a cells revealed remarkable differences between the two phenotypes *in vitro* and elucidated the molecular patterns and pathways associated with each phenotype. In particular, Id2 was 20 fold overexpressed in AD cells compared to AI cells. In addition, a wide array of genes governing anoikis resistance was overexpressed in the AI cells. Id2 was also found to be expressed in the AD phenotype of human cell lines as well as in primary human tumor specimens and many of the other survival/proliferation genes of interest were also differentially expressed in human neuroblastoma AD and AI cell phenotypes. In view of Id2’s function as an effector of n-myc, its role in cell proliferation and its remarkably high differential expression in cell phenotypes, we hypothesized that Id2 plays a critical role in maintaining the AD phenotype. Either transient or stable knock-down of Id2 in AD cells and forced overexpression in AI cells resulted in the cells adapting characteristics of the other phenotype and confirmed the key role of Id2 in reversible adaptive plasticity of neuroblastoma cells. Furthermore, our results indicate that Id2 functions at least partially through negative regulation of the TGFβ/Smad pathway as Id2 binds both TGFβ and Smad2/3 and suppression of Id2 in AD cells activated Smad signaling and phenotypic transition to an AI-like state. Finally, tumor growth in a mouse neuroblastoma model was remarkably suppressed by therapeutically targeting the molecular pathways governing reversible adaptive plasticity.

## Materials and Methods

### Animals

Female A/J mice (6 weeks old) were purchased from Jackson Laboratory (Bar Harbor, ME). The animals were acclimated for 4–5 days prior to tumor challenge. All procedures involving animals were approved by the Institutional Animal Care and Use Committee of Children’s National Medical Center (CNMC), Washington DC.

### Human tumor specimens

De-identified human neuroblastoma samples were obtained from the Pathology department of CNMC. Written informed consents were obtained from the parents or guardians of the patients in accordance with the Declaration of Helsinki. All procedures involving the use of human tumor specimens were approved by the Institutional Review Board of CNMC.

### Cell lines

Neuro2a is the murine neuroblastoma cell line derived from AJ mice. IMR-32 and SK-N-SH are human cell lines derived from MYCN amplified and MYCN non-amplified neuroblastoma tumors respectively. All cell lines were purchased from ATCC (Manassas, VA) and cultured as previously described [19]. Briefly, AD cells were grown in DMEM (Gibco, Carlsbad, CA) containing 10% fetal bovine serum (FBS, Gibco), 0.5% penicillin/streptomycin (Sigma, St. Louis, MO) and 10% L-glutamine (Sigma). Anchorage independent tumorspheres (AI) from the Neuro2a cells were grown in NeuroCult complete media consisting of NeuroCult Neural Stem Cell (NSC) Basal medium, 1/10 NeuroCult NSC Proliferation supplements, 20 ng/ml EGF, 10 ng/ml bFGF and 2 µg/ml Heparin. NeuroCult media, supplements and growth factors were all purchased from Stem Cell Technologies (Vancouver, BC, Canada).

### Affymetrix gene array

RNA was extracted from the harvested AD and AI Neuro2a cells using the RNeasy kit (Qiagen, Frederick, MD) and gene array was performed using Affymetrix ST mouse GeneChips. Four replicate hybridizations per phenotype were performed. Partek Genomic Suite 6.6 and GeneSpring 12.5 were used to analyze Affymetrix microarray data. Three different methods of data normalization were used (GCRMA-quantile, RMA16, and PLIER16) in which the differential gene expression pattern was compared among the different methods and overlapping genes were considered for further validation. Two-way hierarchical clustering analysis (average linkage algorithm and Euclidean distance metric) was performed by using_Partek Genomic Suite 6.6. Ingenuity Pathway Analysis was used and power calculations indicate discrimination of 1.5-fold expression changes at α = 0.05 with >90% power.

### Cell transfection

The AD phenotype of Neuro2a, SK-N-SH and IMR-32 cells was transfected with either mouse or human specific Id2-siRNA (Santa Cruz Biotechnology, Santa Cruz, CA) to down regulate Id2. Both the siRNAs are a pool of 3 target-specific 19–25 nucleotide siRNAs. In a separate assay the Neuro2a AD cells were transfected with anti-sense oligonucleotides complementary to Id2 (Id2-AS, 5′-AGGCTTTCATGCTGACCGC-3′) (IDT, Iowa City, IA) to down regulate Id2. Control-siRNA or mismatched oligonucleotide (Id2-msm, 5′-GCGAGTTGTCGCACGGTCT-3′) was used as control [27]. To overexpress Id2, the AI phenotype of Neuro2a cells was transiently transfected with Id2-IRES-GFP plasmid (GenScript, Piscataway, NJ). IRES-GFP was used as control plasmid. The siRNA (Id2 or control), oligos (AS or msm) or the plasmids were mixed with Lipofectamine 2000 (Invitrogen, Grand Island, NY) and added to the cells for 8 hours. Following transfection, the cells were harvested after 24 hours and analyzed for proliferation, cell cycle, apoptosis and Western blotting.

### Stable cell transfection

The AD phenotype of Neuro2a cells were transduced with Id2-shRNA lentiviral particles (Santa Cruz Biotechnology) for stable knockdown of Id2. The stable clones expressing the Id2-shRNA were selected using Puromycin according to the manufacturer’s instructions. Scrambled shRNA lentiviral particles were used as control. The transduced Id2 knock down cells were plated on NeuroCult complete media (AI conditioning) and monitored for sphere forming potential to examine their propensity for phenotypic transition.

### Cell proliferation assay

5-bromodeoxyuridine (BrdU, 10 µM) was added to the cell culture medium two hours prior to cell harvest. The incorporated BrdU was stained with BrdU-APC antibody using the BrdU Flow kit (BD Biosciences, San Jose, CA) according to the manufacturer’s protocol and measured by flow cytometry using FACSCalibur (BD Biosciences). Analysis was done by FlowJo software (Tree Star, Inc., Ashland, OR).

### Cell cycle analysis

The AD and AI cells were harvested from culture medium, washed in cold phosphate buffered saline (PBS) and fixed in 70% ethanol at –20°C for 2 hours. Cells were centrifuged, washed with cold PBS and resuspended in propidium iodide mix (40 µg/ml PI and 0.1 mg/ml RNase in PBS). After 30 minutes incubation at 37°C, cells were acquired in FACSCalibur and analysis was done by FlowJo software.

### Apoptosis assay

The AD and AI cells were stained with FITC-conjugated AnnexinV (BD Biosciences) for 20 minutes followed by 7-AAD for 5 minutes. Cells were analyzed immediately for AnnexinV/7-AAD expression using FACSCalibur. Analysis was done by FlowJo software.

### TGFβ inhibition in vitro

The function of the endogenous TGFβ pathway in Neuro2a AD cells after Id2 down regulation was inhibited by TGFβ neutralizing antibody (1D11, R&D Systems, Minneapolis, MN) or TGFβ type I/II receptor inhibitor (LY2109761, Selleck Chemicals, Houston, TX) in separate assays. Together with Id2-siRNA, 10 µg/ml of 1D11 or 5 µM LY2109761 was added to the cells. Twenty-four hours later apoptosis assay was performed and cell lysates were prepared for Western blot analysis.

### In vivo tumor growth and drug treatments

Mice were injected subcutaneously with 1×10^6^ Neuro2a cells of the AD phenotype and divided into 5 groups as follows, Group 1: treatment with vehicles only, Group 2: treatment with doxorubicin (Sigma, St. Louis, MO) and metformin (Sigma), Group 3: treatment with sorafenib (Selleck Chemicals, Houston, TX), Group 4: treatment with doxorubicin, metformin and sorafenib and Group 5: treatment with doxorubicin, metformin, sorafenib and LY2109761. All treatments were started on post-inoculation day one and continued for three weeks except for Group 5 which received only two weeks of treatment. Doxorubicin (2.5 mg/Kg, dissolved in water) was administered twice a week intraperitonealy (i.p.), metformin (200 mg/L) was given daily in drinking water, sorafenib (50 mg/Kg, dissolved in oral vehicle consisting of 1% sodium carboxymethylcellulose, 0.5% sodium lauryl sulfate and 0.05% antifoam) was administered daily by oral gavage and LY2109761 (50 mg/Kg, dissolved in oral vehicle) was administered orally twice daily. Tumor growth was monitored on alternate days. Weight loss, lethargy and sick mouse postures with ruffled fur and piloerection were used as indicators of toxicity. The Group 5 treatment strategy was repeated on an established tumor model where drug treatment was started when the tumor was visible and measured about 5 mm in diameter.

### Immunofluorescence assay

Ten micron frozen sections of mouse and human primary tumors were stained for Id2 using rabbit anti-Id2 (Santa Cruz Biotechnology) antibody diluted 1∶250 in PBS containing 0.3% TritonX-100. AlexaFluor 488 conjugated goat anti-rabbit IgG (1∶200, Invitrogen) was used as secondary antibody and DAPI was used as nuclear stain. To determine the background fluorescence, only secondary antibody was used. The fluorescent images were taken on Olympus FV1000 confocal laser scanning microscope using 40x objective.

### Western blot analysis

Cells were lysed in RIPA lysis buffer containing protease inhibitors (Roche, Indianapolis, IN) and protein concentration on cell lysates was determined according to manufacturer’s instruction using BCA Protein Assay Kit (Pierce, Rockford, IL). Twenty micrograms of proteins were loaded per well for electrophoresis after which the proteins were transferred to polyvinylidenedifluoride (PVDF) membranes and blocked with 5% milk. The blots were incubated overnight with rabbit anti-Id2 (1∶100), n-myc, p-Akt, Akt, p-FAK, FAK, p-Erk, Erk, p-Raf, Raf, p-Src, Src, p-Smad2/3, Smad2/3, integrin α5, integrin β1, integrin β3, Bcl2 and Bax (1∶1000; Cell Signaling, Danvers, MA) followed by HRP-conjugated anti-rabbit secondary antibody (1∶2000, Pierce). Blots were developed by chemiluminescence using the SuperSignal Kit (Pierce). Rabbit anti-GAPDH (1∶5000; Cell Signaling) was used as a control for protein loading variations. Densitometric analysis was performed on the western blot bands using NIH Image J software.

### Co-immunoprecipitation assay

Neuro2a AD cells were lysed in RIPA lysis buffer containing protease inhibitors. Following BCA protein analysis, 500 µg of protein per sample was first pre-cleared with1/10 volume of protein A/G agarose beads (Santa Cruz Biotechnology) at 4°C for an hour on an end-over-end rotator. After pelleting the beads by centrifugation, the supernatants were incubated overnight with 2 µg primary antibody (rabbit anti-Id2 or rabbit anti-Smad2/3) or control polyclonal rabbit IgG at 4°C on the rotator. Following overnight incubation, protein A/G agarose beads were added at 1/10 total volume and incubated for 2 hours at 4°C on the rotator. Beads were then centrifuged, washed twice with RIPA buffer and resuspended in 20 µl of 1x sample buffer (BioRad, Hercules, CA). After boiling for 5 minutes, 5 µl of the samples were loaded per well for electrophoresis and analyzed for Id2, TGFβ (1D11, R&D Systems) and Smad2/3 by Western blotting.

### Statistical analysis

Data are presented as mean ± S.D. The two-tailed Student’s t-test was used to determine statistical significance between groups unless otherwise stated. A probability level of p<0.05 was considered to be statistically significant. Statistical analysis of microarray data comparing AD and AI cells was performed based on one-way ANOVA with a 5% False Discovery Rate (FDR) criterion to correct for multiple testing.

## Results

### Neuroblastoma phenotypes have distinct gene profiles that differentiate cell types in vitro

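RNA from Neuro2a cells, an established mouse neuroblastoma line, was hybridized to Affymetrix mouse gene arrays, with 4 arrays of anchorage dependent (AD) cells and 4 of anchorage independent (AI) cells. The AD cells had grown attached in medium with serum. The AI cells had grown as detached tumorspheres in serum-free neural stem cell medium with EGF, bFGF and heparin, so that attachment and medium change together between the groups. The sample labels call the 4 replicates of each phenotype biological, and the methods describe them as replicate hybridizations. The authors' processed table was used as deposited. It holds the log2 signal of 35556 transcript clusters per array after background correction and normalization by GCRMA. The median signal of an array was 5.82 to 5.92 log2 in AD cells and 5.92 to 5.99 log2 in AI cells. Of the clusters, 21789 carry a single gene symbol and 1621 carry several, and 12146 could not be named. The RefSeq table for the mouse assembly GRCm38.p6 matched 21698 of the single-symbol clusters by gene number. A gene with more than 1 cluster, which was the case for 999 of 19938 genes, is represented by its brightest cluster. AD and AI cells were compared in limma over all clusters with Benjamini-Hochberg adjustment. A cluster or gene is called higher or lower when its adjusted p is under 0.05 and the ratio between the phenotypes is at least 1.5-fold, the thresholds in the legend of Figure 1. Ratios are AD over AI unless stated. The small number of arrays limits the precision. The exact two-sided permutation p of 4 arrays against 4 cannot go below 0.0286. Gene lists were tested with camera at a preset correlation of 0.01 between genes and adjusted over the 42 lists. None of the lists stayed past the threshold when camera estimated the correlation from the 8 arrays.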

Affymetrix gene array analysis of the mouse Neuro2a cells revealed remarkable differences between the AD and AI phenotypes *in vitro* (Figure 1A). One thousand one hundred and eighty (1180) genes were differentially expressed and delineated pathways of proliferation in AD cells or tyrosine kinase activation/apoptosis inhibition in AI cells (Table S1 and Figure S1). In particular, inhibitor of differentiation 2 (Id2) was found to be 20 fold higher in AD compared to AI cells (Table S1). 

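The 2 genes with the largest increase in AD cells after Id2 were Htr3a, a subunit of the serotonin-gated ion channel, and Dbh, the enzyme that makes noradrenaline from dopamine. Htr3a was 12.5-fold higher in AD cells (9.90 ± 0.22 against 6.26 ± 0.12 log2, SD, n = 4 each), with AD replicate 4 at 9.56, apart from the other 3. Dbh was 8.03-fold higher (9.54 ± 0.33 against 6.53 ± 0.14 log2). On the other side, Scd1, the desaturase that makes monounsaturated fatty acids, was the gene with the largest increase in AI cells (10.05 ± 0.06 against 6.27 ± 0.17 log2, a log2 ratio of AD over AI of -3.78), and Cbr2, a carbonyl reductase, had a log2 ratio of -2.96 (8.02 ± 0.08 against 5.06 ± 0.13 log2). The AD signals of Cbr2 and Cyp2s1 and the AI signal of Nnat lay below the median signal of every array, so their ratios are not known exactly. In all, 1396 of the 35556 transcript clusters were called. Necab1, a neuronal calcium-binding protein, also rose in AD cells with a log2 ratio of 2.36, as did the imprinted neuronal gene Nnat with 2.14, the secretin receptor Sctr with 1.92 and the melanosome transport gene Myrip with 1.74. Lower in AD cells were the cell adhesion gene Opcml and the matricellular gene Sparcl1, each with a log2 ratio of -2.62, the matrix glycoprotein gene Tnc with -2.52 and the integrin ligand gene Edil3 with -2.13. So were Cyp2s1, a cytochrome P450, with -2.33, where AI replicate 2 lay at 7.77 log2, below the other AI arrays. Ppy, the pancreatic polypeptide gene, had a log2 ratio of -2.27 with the widest spread of these genes (standard error 0.31), the arginine deiminase gene Padi2 had -2.09 and the siderophore-binding gene Lcn2 had -1.95. Of 60 measured genes of G1/S transition and DNA replication, 37 were higher in AD cells, none was lower and 23 were not called, and 37 were called when adjusted over the list alone. Among them were Hells, a chromatin remodeler of replicating cells, with a log2 ratio of 1.18, E2f2, an activator of S-phase genes, with 1.16, and the DNA repair nuclease gene Exo1 with 1.06; in AD replicate 4 Hells and Exo1 lay at 8.80 and 8.05 log2, below the other AD arrays. The list's median log2 ratio was 0.65 (camera adjusted p = 1.88e-23, and adjusted p = 0.375 with an estimated correlation). The mean of these genes was 8.72 log2 in AD replicate 4, against 9.20 to 9.26 in the other AD arrays and 8.39 to 8.60 in AI cells. Of 51 receptor tyrosine kinases, the neurotrophin receptor Ntrk3 and Tyro3, a receptor for Gas6, were higher in AD cells, with log2 ratios of 0.87 and 0.62. Pdgfrb, the PDGF receptor beta, was lower in AD cells with -1.78, and 48 were not called, and 3 were called when adjusted over the list alone (camera adjusted p = 0.770). Of 11 anti-apoptotic genes of the Bcl2 and IAP families, Bcl2 and Birc3, an inhibitor of apoptosis, were lower in AD cells, none was higher and 9 were not called, also when adjusted over the list alone, with a log2 ratio of -0.68 for Birc3 (camera adjusted p = 0.295). None of 12 pro-apoptotic Bcl2 family genes was called, also when adjusted over the list alone (camera adjusted p = 0.946), and Bax has no cluster that carries its symbol alone and was not measured. The paper states that the genes that differ delineate proliferation in AD cells and tyrosine kinase activation and inhibition of apoptosis in AI cells.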

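Id2, a helix-loop-helix protein that binds E proteins and Rb proteins and keeps them from acting, was the gene with the largest increase in AD cells. Its signal was 9.96 ± 0.28 log2 in AD cells and 5.57 ± 0.10 log2 in AI cells (SD, n = 4 each), a 20.9-fold difference. Id1 and Id3, its close relatives, rose as well. Id1 was 2.28-fold higher in AD cells, with AD replicate 4 at 7.92 log2 below the other AD arrays, and Id3 was 4.77-fold higher. The log2 ratio of Id2 was 4.39 (standard error 0.13, adjusted p = 2.06e-07 from limma with Benjamini-Hochberg adjustment). Each AD array lay above each AI array (exact two-sided permutation test, p = 0.0286). Table S1 places Id2 on chromosome 12, on the minus strand. The log2 ratio was 1.19 for Id1 (standard error 0.09, adjusted p = 6.56e-05 from limma) and 2.25 for Id3 (standard error 0.18, adjusted p = 6.96e-05 from limma). In AI cells Id2 at 5.57 log2 and Id3 at 4.72 log2 lay below the median signal of every array, so their ratios are not known exactly. Id3 in AI replicate 4, at 4.78 log2, was slightly above the other AI arrays. Id4 had a log2 ratio of 0.47 (adjusted p = 0.0382 from limma), which is under 1.5-fold and was not called. Of the E proteins that Id proteins bind, Tcf3 had 0.32, Tcf4 0.14 and Tcf12 0.07, and none was called. In the list of 7 Id and E protein genes, 3 were higher in AD cells, none was lower and 4 were not called, and 3 were called when adjusted over the list alone (camera adjusted p = 6.42e-06, and adjusted p = 0.296 with an estimated correlation).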

Id2 disrupts the anti-proliferative effects of the retinoblastoma (Rb) family tumor suppressor proteins thus allowing cell cycle progression [28]. Id2 is critical for cell proliferation and is the oncogenic effector of N-MYC in human neuroblastoma [27], [29]. Indeed, our gene array analysis revealed that n-myc gene expression was 3.5 times higher in the AD cells (Table S1). 

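Mycn, the gene for n-myc, a transcription factor that drives growth and is amplified in aggressive neuroblastoma, was 3.51-fold higher in AD cells. Its signal was 8.93 ± 0.06 log2 in AD cells and 7.12 ± 0.08 log2 in AI cells (SD, n = 4 each). The difference of 1.81 log2 (standard error 0.06) was many times the spread between replicates of either phenotype (adjusted p = 3.57e-07 from limma). No AI array reached the lowest AD array (exact two-sided permutation test, p = 0.0286, the smallest p that this design allows). The paper's Table S1 places Mycn on chromosome 12 as well. From the high expression of Id2 in AD cells, its function as an effector of n-myc and its roles in differentiation and the cell cycle, the paper reasons that Id2 is to be examined as a mediator of the plasticity between the phenotypes.

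**Figure D1:**
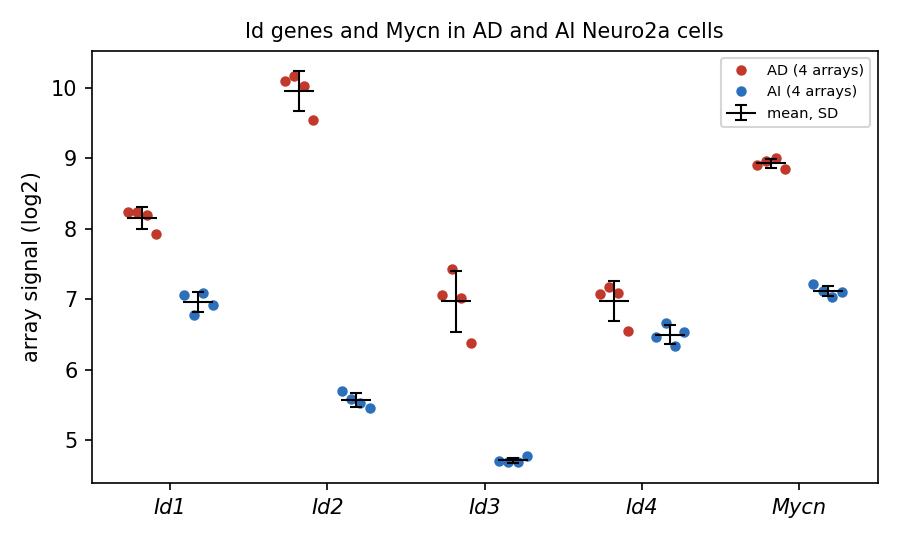
Array signal (log2) of Id1, Id2, Id3, Id4 and Mycn in AD and AI Neuro2a cells. Each dot is an array, with 4 per phenotype, and the black bars are means with SD. The Id2 means are 9.96 log2 in AD cells and 5.57 log2 in AI cells, and the Mycn means are 8.93 and 7.12 log2.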

Using western blot analysis we validated that Id2 and n-myc proteins are both overexpressed in the AD phenotype of Neuro2a cells (Figure 1B). In addition, a wide array of genes involved in anoikis resistance including Bcl2, PI3K/Akt, EGFR, Ras, integrin α1, α3, α5, β1 and β3 were found to be overexpressed in the AI cells (Table S1).

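Pik3r3, a regulatory subunit of PI3K, was 1.755-fold higher in AI cells, and Bcl2, which protects mitochondria from permeabilization, was 1.72-fold higher. Integrin subunits α5, β3, α3 and α1, which join into receptors for fibronectin, vitronectin, laminin and collagen, were 1.70-fold, 1.70-fold, 1.65-fold and 1.51-fold higher in AI cells. Rras, a Ras-related GTPase that raises integrin activity, was 1.51-fold higher. Egfr, the EGF receptor, the kinases Akt1 and Akt2 and integrin β1 were not called. Bcl2 had a signal of 8.74 ± 0.12 log2 in AI cells and 7.96 ± 0.10 log2 in AD cells (SD, n = 4 each), a log2 ratio of AD over AI of -0.79 (standard error 0.08, adjusted p = 0.000204 from limma with Benjamini-Hochberg adjustment). For the other called genes the log2 ratio was -0.81 for Pik3r3, -0.77 for both Itga5 and Itgb3, -0.72 for Itga3, -0.60 for Rras and -0.59 for Itga1, with no overlap between the arrays of the phenotypes. Egfr had a log2 ratio of 0.22 (standard error 0.06, adjusted p = 0.0280 from limma), a difference below 1.5-fold toward AD cells. Itgb1 had -0.12 (standard error 0.05, adjusted p = 0.153 from limma) at one of the brightest signals of the array, 11.36 log2 in AI cells. Akt1 had 0.11 (adjusted p = 0.319) and Akt2 had 0.02 (adjusted p = 0.846), which turned to -0.01 after quantile normalization. Among the catalytic subunits of PI3K, Pik3cb had 0.29, Pik3ca 0.07, Pik3cg 0.06 and Pik3cd -0.34, and none was called; for Pik3cg, AI replicate 3 lay at 4.88 log2, above the other AI arrays. The regulatory subunits Pik3r2 and Pik3r1 had 0.14 and -0.13, and the Ras genes Rras2, Nras and Mras had 0.27, 0.12 and -0.09. Hras has no cluster that carries its symbol alone and was not analysed. Of the 20 genes measured, 7 were higher in AI cells, none was higher in AD cells and 13 were not called, and 7 were called when adjusted over the list alone (camera adjusted p = 0.02002, and adjusted p = 0.327 with an estimated correlation). The paper named Bcl2, EGFR and the integrins from the same arrays, and PI3K, Akt and Ras without saying which members. Members of PI3K, Akt and Ras were filled in here. The list is thus not independent evidence of its direction, and genes not called may be ones the paper did not mean. Rras and Itga1 fell below 1.5-fold when each array was centred on its median, with log2 ratios of -0.52 and -0.51, and also when some single arrays were left out. The camera result lost the threshold without AD replicate 4 (adjusted p = 0.0702) and with the dimmest clusters left out (adjusted p = 0.0578).

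**Figure D2:**
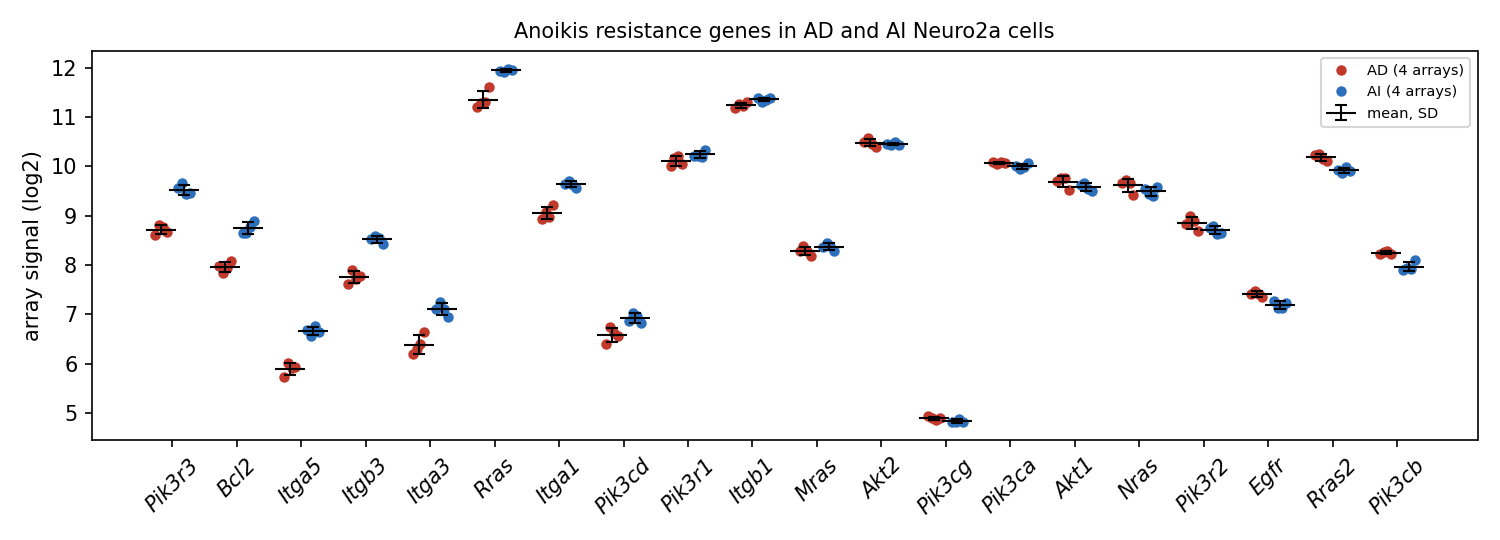
Array signal (log2) of the 20 measured anoikis resistance genes in AD and AI Neuro2a cells. Each dot is an array, with 4 per phenotype, and the black bars are means with SD. Genes are ordered by their log2 ratio, from Pik3r3 to Pik3cb, and the Bcl2 means are 8.74 log2 in AI cells and 7.96 log2 in AD cells.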

**Figure 1:**
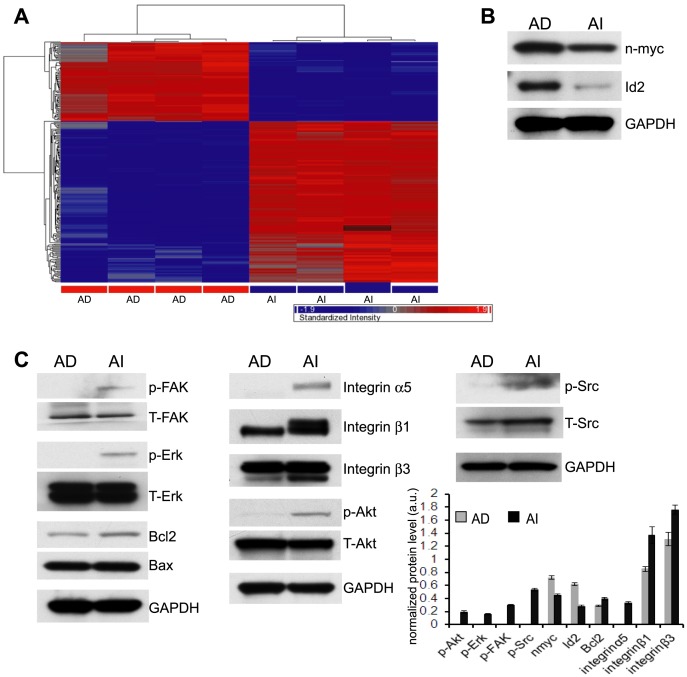
Gene expression profiling of Neuro2a cells. (**A**) Affymetrix microarray was performed with mRNA extracted from Neuro2a anchorage dependent (AD) and anchorage independent (AI) cells. 1180 differentially expressed genes (5% FDR, ≥1.5-fold change) were identified (see Table S1). In two-way hierarchical clustering analysis (clustering diagram), highly expressed genes were shown in red and weakly expressed genes in blue in AD and AI cell phenotypes (n = 4). (**B**) A representative Western blot analysis performed with protein extracted from Neuro2a AD and AI cells showed overexpression of n-myc and Id2 in the AD cells which correlated with the gene array results. (**C**) Representative Western blot analysis performed with protein extracted from Neuro2a AD and AI cells and densitometric band analysis revealed overexpression and activation of proteins involved in anoikis resistance in the AI phenotypes thereby validating the gene array profiling data. These include integrins, the anti-apoptotic protein Bcl2 and Akt, FAK/Src and Erk signaling molecules. The band intensity of the proteins was normalized to the intensity of GAPDH with the exception of phosphorylated proteins that were normalized to their total proteins. Data points represent mean ± S.D. (n = 4)

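Transcript clusters lower in AD cells outnumbered those higher in AD cells. Of the called transcript clusters, 495 were higher in AD cells and 901 were lower, which is 64.5% lower. The excess lay mostly in clusters without a gene name. Of 909 called clusters with a single gene symbol, 416 were higher in AD cells and 493 were lower, whereas of 447 called clusters that could not be named, 62 were higher and 385 were lower. A further 40 called clusters carry several symbols, of which 17 were higher and 23 lower. Arrays of the phenotypes did not overlap for 1335 of the called clusters, and for 7845 of all clusters, where chance gives 2.86%. The balance of directions varied with the scaling between arrays: after each array was centred on its median, 1378 clusters were called and 47.0% of them were lower in AD cells, and after quantile normalization 1325 were called and 59.8% were lower.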

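AD and AI arrays fell into 2 separate groups. With the Euclidean distance and average linkage of the methods, computed over all transcript clusters, the 4 AD arrays joined at a distance of 50.5 and the 4 AI arrays at 40.2, and the groups joined at 61.2. Each of the 8 arrays sat with its own phenotype. The correlation across clusters was 0.991 to 0.996 between AD arrays, 0.994 to 0.996 between AI arrays and 0.983 to 0.990 between the phenotypes; these are correlations over transcript clusters, which are not independent replicates. The first principal component held 50.4% of the variance and parted the phenotypes. AD replicate 4 stood apart from the other AD arrays on the second component, which held 15.1% of the variance.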

Typically, cells grown under conditions of loss of cell-matrix anchorage and serum starvation undergo anoikis (apoptotic cell death following detachment). In our recent study we reported that only 35% of Neuro2a cells grown under these conditions as anchorage independent cells with EGF and bFGF undergo apoptosis [19]. The addition of growth factors (EGF and bFGF) in the culture medium may have activated growth factor receptors and other anti-apoptotic and survival pathways via PI3K, FAK, and Raf contributing to the anoikis resistance of the surviving AI cells. The Raf/MEK/Erk and PI3K/Akt signaling cascades regulate cell growth, tumorigenesis and drug resistance [30]. Since the gene array analysis exhibited increased expression of Bcl2, integrins, Ras and PI3K we sought to determine the expression pattern of the proteins of these pathways by a comprehensive Western blot analysis. 

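Some integrin genes were higher in AI cells. Of 26 integrin subunits measured, 4 were higher in AI cells (Itga1, Itga3, Itga5 and Itgb3), none was higher in AD cells and 22 were not called, and 4 were called when adjusted over the list alone. The paper chose these 4 on the same arrays, so they are not independent evidence. At any fold, 8 of the 26, these 4 among them, had an adjusted p under 0.05 in limma toward AI cells and none toward AD cells. Transcripts of the kinase cascades downstream of integrins and growth factor receptors were mostly not called. Of 17 genes of FAK and Src signaling, Parvb, an adaptor at focal adhesions, was higher in AD cells with a log2 ratio of 0.77, none was called lower and 16 were not called, also when adjusted over the list alone. At any fold, 2 of the 17 had an adjusted p under 0.05 in limma toward AD cells and 6 toward AI cells, and 2 were called under quantile normalization, under median centring and without AD replicate 4 or AI replicate 1. Ptk2, the gene for FAK itself, has no cluster that carries its symbol alone and was not measured. None of 13 Raf, MEK and Erk genes was called, and none of 18 transcripts that Erk signaling induces, also when adjusted over the list alone; at any fold 2 passed toward AD cells and 3 toward AI cells in the former, and 2 and 4 in the latter. The camera adjusted p was 0.0129 for the integrins (adjusted p = 0.435 with an estimated correlation), 0.266 for FAK and Src signaling, 0.873 for Raf, MEK and Erk, and 0.226 for the Erk-induced transcripts. Among integrin subunits that were not called, Itga2, a collagen receptor subunit, had a log2 ratio of -0.55 (adjusted p = 0.00339 from limma) and Itga2b, of the platelet fibrinogen receptor, had -0.53 (adjusted p = 0.00143 from limma), both under 1.5-fold and the latter with an AD signal below the median of every array; these were picked after their values were seen. Itga6 and Itgav, both bright, had -0.08 and -0.07. The median of all 26 was -0.05, with 10 positive and 16 negative, and it turned to 0.03 after each array was centred on its median, where 3 subunits were called.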

We found that integrin β1, β3 and α5 were overexpressed in AI cells compared to AD cells (Figure 1C). The ratio of anti-apoptotic Bcl-2 to pro-apoptotic Bax proteins was also increased in the AI cells. Moreover, we observed that Akt, FAK/Src, and Erk pathways were all activated in AI cells as determined by the increased phosphorylated states of these proteins (Figure 1C). These findings suggest that AI cells evade anoikis by the activation of several key survival pathways. The transcriptional and translational profiles of the two phenotypes of Neuro2a cells closely correlated with their phenotypic characteristics; specifically, the highly proliferative feature of the AD cells compared to the less proliferative and anoikis resistant properties of the AI cells.

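Many genes of mitosis were higher in AD cells. Of 66 measured genes of G2/M and mitosis, 27 were higher in AD cells, none was lower and 39 were not called, and 27 were called when adjusted over the list alone. Melk, a kinase of dividing progenitors, had a log2 ratio of 0.96 (standard error 0.08, adjusted p = 8.48e-05 from limma with Benjamini-Hochberg adjustment). Espl1, the protease that parts sister chromatids, and Bub1b, a kinase of the spindle checkpoint, each had 0.95. The median log2 ratio of the list was 0.53, and 65 of its 66 genes had a positive ratio (camera adjusted p = 1.25e-26, and adjusted p = 0.327 with an estimated correlation). The mean of these genes was 9.22 log2 in AD replicate 4, against 9.47 to 9.49 in the other AD arrays and 8.71 to 8.99 in AI cells. Of 9 CDK inhibitor and Rb family genes measured, Rbl1, the pocket protein p107 and itself a target of E2F, was higher in AD cells with a log2 ratio of 0.79 and the others were not called, also when adjusted over the list alone (camera adjusted p = 0.169). Cdkn1a, a CDK inhibitor gene on the list, had no single-symbol cluster and was not measured. Of 55 genes of ribosome biogenesis and nucleotide synthesis, 2 were higher in AD cells, none was lower and 53 were not called, and 2 were called when adjusted over the list alone. These were Shmt1 and Gart, enzymes that feed the synthesis of thymidylate and purines, with log2 ratios of 0.78 and 0.64. At any fold, 26 of the 55 had an adjusted p under 0.05 in limma, all toward AD cells, and the camera adjusted p was 2.10e-10 (adjusted p = 0.435 with an estimated correlation). The mean of these genes was 9.44 log2 in AD replicate 4, against 9.67 to 9.73 in the other AD arrays and 9.31 to 9.42 in AI cells. After each array was centred on its median, 5 of them were called, and 2 to 4 when single arrays were left out.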

We have previously reported that human neuroblastoma cell lines SK-N-SH and IMR-32 also demonstrated reversible phenotypic transformation and distinct molecular marker heterogeneity of their AD and AI cells [19]. We therefore sought to determine if the human neuroblastoma cell lines exhibit differential protein profiles similar to that observed in Neuro2a. We found that SK-N-SH cells closely resembled Neuro2a as evident from the over-activation of Akt, FAK/Src and Erk pathways in the AI cells, whereas the phenotypic transition of IMR-32 cells did not affect these pathways to the same extent (Figure 2A, B). However, Id2 and n-myc were found to be overexpressed in the AD cells of both human cell types (Figure 2A, B). Furthermore, immunofluorescence staining revealed the expression of Id2 protein in human and mouse neuroblastoma tumor specimens (Figure 2C). Taken together, these results suggest that Id2 most likely plays a significant role in neuroblastoma tumor cell growth.

**Figure 2:**
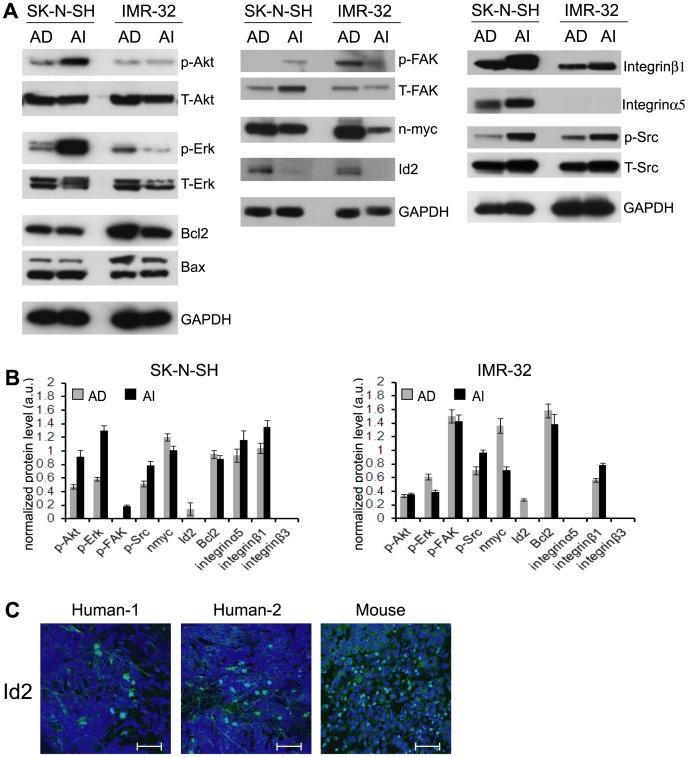
Differential protein profile in the AD and AI phenotypes of human neuroblastoma cells. (**A**) A representative Western blot analysis performed with protein extracted from the AD and AI phenotypes of SK-N-SH and IMR-32 cells showed overexpression of n-myc and Id2 in the AD phenotype of both the cell lines. AI phenotypes of SK-N-SH cells show overexpression and activation of proteins involved in anoikis resistance including integrins and Akt, FAK/Src and Erk signaling molecules. For the IMR-32 cells, the phenotypic transition did not affect these pathways to the same extent. (**B**) Quantification of protein levels by densitometric band analysis (n = 3). The band intensity of the proteins was normalized to the intensity of GAPDH with the exception of phosphorylated proteins that were normalized to their total proteins. Data points represent mean ± S.D. (n = 3) (**C**) Immunofluorescence staining reveals the expression of Id2 protein in two human neuroblastoma specimens as well as in mouse tumor (Id2: green; nucleus: blue). The images were captured using 40x objective. Scale bar: 50 µm.

### Id2 is a key regulator of cell proliferation and phenotypic transition in neuroblastoma cells

Id2 mediates mitogenic signals, inhibits differentiation and plays a critical role in cancer development and metastasis [31], [32], [33]. Due to its known function as an effector of n-myc and its remarkable differential expression in the cell phenotypes, we reasoned that Id2 could play a key role in reversible adaptive plasticity in the neuroblastoma cells. We hypothesized that the AI cells lose their proliferative potential due to a deficit in n-myc and Id2 expression under conditions in which loss of cell-matrix anchorage or serum starvation occurs. The mechanism by which loss of proliferation occurs could be through competitive binding of Rb. Diminished Id2 enables Rb binding to the transcription factor E2F, thus blocking progression into the S phase of cell cycling (free E2F induces S-phase genes) and inhibiting proliferation [34], [35], [36], [37]. Subsequently the cells either undergo apoptosis or develop anoikis resistance. To test this hypothesis, we first determined the effect of Id2 down regulation on proliferation, apoptosis and cell cycle of the AD phenotype of Neuro2a, SK-N-SH and IMR-32 cells. After transfecting AD cells with Id2-siRNA, we demonstrated decreased expression of Id2 protein by western blot analysis (Figure 3G and 4C). BrdU incorporation revealed a significant decrease in cell proliferation (Figure 3A,B and 4A) and cell cycle analysis exhibited fewer cells in the S-phase of the cell cycle (Figure 3E,F) of Id2-suppressed neuroblastoma cells compared to cells transfected with a control siRNA. In addition, we found that Id2 inhibition induced significant apoptosis in the AD phenotype of all the neuroblastoma cells studied (Figure 3C,D and 4B). Inhibition of Id2 by Id2-antisense oligonucleotide (Id2-AS) demonstrated similar results of reduced proliferation, increased cell cycle arrest and increased apoptosis compared to a mismatched oligonucleotide (Id2-msm) (Figure S2). Furthermore, western blot analysis revealed increased activation of the anoikis resistant pathways like Raf/Erk and Akt with overexpression of integrin β1 after Id2 down regulation in both mouse and human cell lines (Figure 3H and 4C). An increase in the activation of Smad pathway was also evident with Id2 inhibition (Figure 3H and 4C). These observations indicate that inhibition of Id2 in the AD cells shifts the cells towards an AI-like phenotype with decreased proliferation and up-regulation of anoikis resistant pathways.

**Figure 3:**
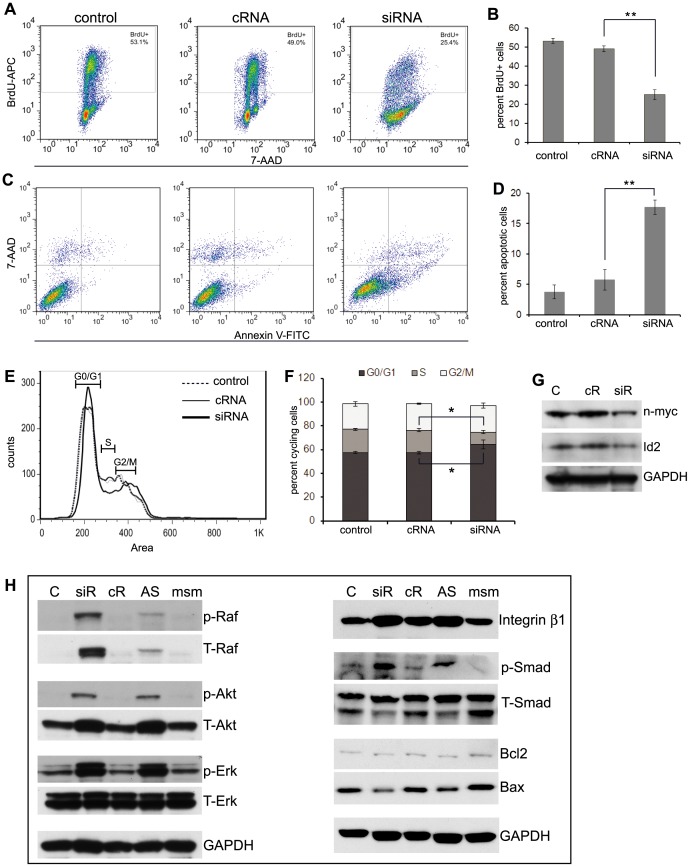
Id2 down regulation drives Neuro2a AD cells towards the AI phenotype. (**A, B**) BrdU incorporation assay demonstrated that transfection of AD cells with Id2-siRNA reduced the rate of proliferation. The apoptotic cells were excluded by gating out the sub-2n cells. (**C**, **D**) AnnexinV staining revealed increased apoptosis in AD cells following transfection with Id2-siRNA. The percent apoptotic cells in the graph represent the sum of early and late apoptosis. (**E, F**) Cell cycle analysis showed reduced number of cells entering in S-phase after Id2 inhibition. (**G**) Western blot analysis validated the decreased expression of Id2 protein after Id2 inhibition in the AD cells. (**H**) Representative bands from Western blot analysis revealed over activation of Akt, Raf, Erk and Smad pathways and overexpression of Integrin β1 protein in AD cells after Id2 down regulation indicating activation of anoikis resistant pathways. Data points represent mean ± S.D. (n = 4–6). *p<0.04 and **p<0.0001 by Student’s t-test. Control or C: AD cells; siR or siRNA: AD cells transfected with siRNA against Id2; cR or cRNA: AD cells transfected with nonsense siRNA control; AS: AD cells transfected with Id2 antisense oligonucleotide; msm: AD cells transfected with mismatched oligonucleotide.

**Figure 4:**
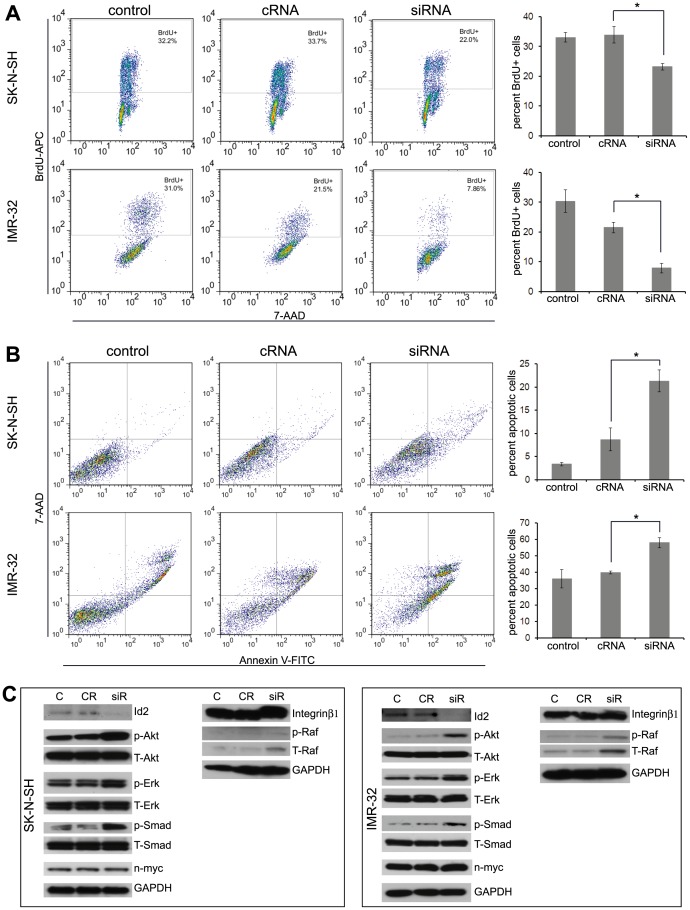
Effect of Id2 down regulation on human neuroblastoma cell lines. (**A**) BrdU incorporation assay demonstrated that transfection of AD phenotype of SK-N-SH and IMR-32 cells with Id2-siRNA reduced the rate of proliferation. The apoptotic cells were excluded by gating out the sub-2n cells. (**B**) AnnexinV staining revealed increased apoptosis in AD phenotype of SK-N-SH and IMR-32 cells following transfection with Id2-siRNA. The percent apoptotic cells in the graphs represent the sum of early and late apoptosis. (**C**) Representative bands from Western blot analysis revealed over activation of Akt, Erk and Smad pathways and overexpression of Integrin β1 protein in both SK-N-SH and IMR-32 cells after Id2 down regulation. Data points represent mean ± S.D. (n = 4–6). *p<0.004 by Student’s t-test. Control or C: AD cells; siR or siRNA: AD cells transfected with siRNA against Id2; cR or cRNA: AD cells transfected with nonsense siRNA control.

We next sought to assess the effects of forced overexpression of Id2 on the AI phenotype of Neuro2a cells by transfecting the AI cells with IRES-Id2-GFP plasmid. The transfection (Figure 5A,C) led to an increase of endogenous Id2 compared to the empty IRES-GFP plasmid (Figure 5B). Consistent with Id2 up regulation, BrdU incorporation showed an increased rate of proliferation (+40% compared to the empty plasmid, Figure 5D,E) and clearly down regulated the activation of Erk, Smad and Akt (anoikis resistant pathways) (Figure 5F).

**Figure 5:**
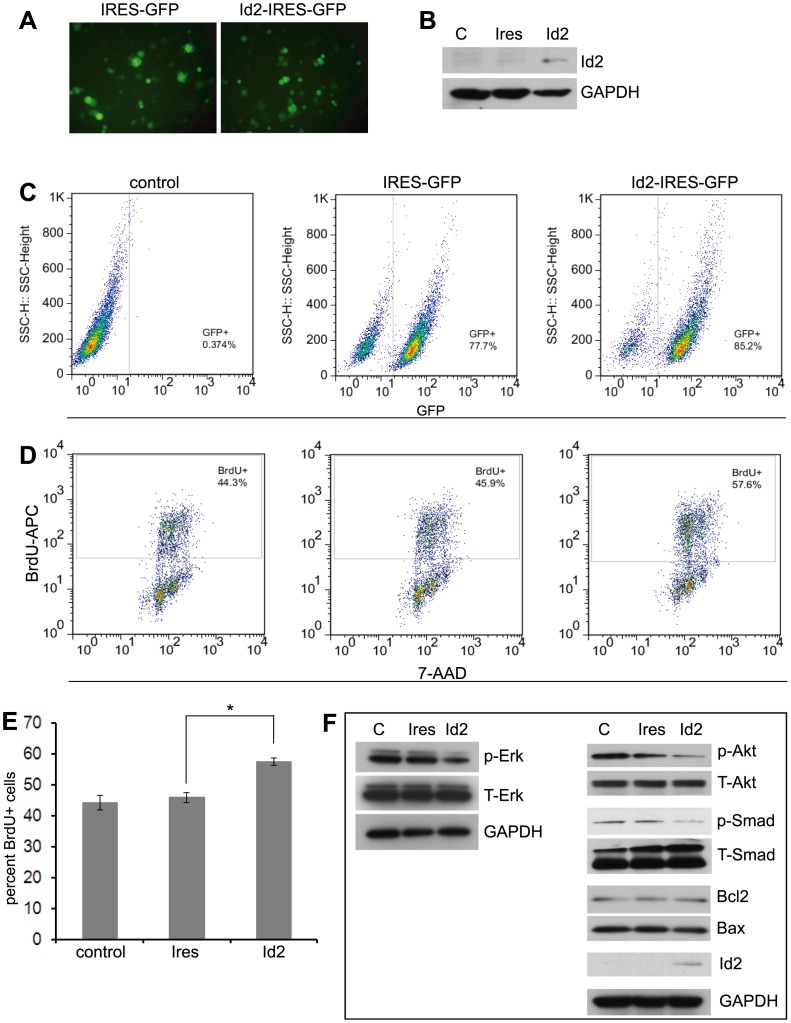
Id2 overexpression increases cell proliferation in Neuro2a AI cells. (**A**) Expression of green fluorescent protein (GFP) is evident in AI cells transfected with IRES-GFP or Id2-IRES-GFP plasmid. (**B**) Id2 protein is expressed in AI cells after Id2-IRES-GFP transfection, whereas Id2 protein was absent in AI cells transfected with IRES-GFP. (**C**) Representative plots showed 77–85% transfection efficiency. (**D, E**) BrdU incorporation assay indicating increased rate of proliferation in AI cells after Id2 overexpression. The apoptotic cells were excluded by gating out the sub-2n cells. (**F**) Representative bands from Western blot analysis revealed that overexpression of Id2 reduced the activation of Erk, Akt and Smad pathways in AI cells. Data points represent mean ± S.D. (n = 4–6). *p<0.04 by Student’s t-test. C: AI cells, Ires: AI cells transfected with IRES-GFP, Id2: AI cells transfected with Id2-IRES-GFP.

To determine whether stable knockdown of Id2 on AD cells will expedite the phenotypic transition, we transduced the Neuro2a AD cells with Id2-ShRNA lentiviral particles. The transduced cells were tested for Id2 expression (Figure 6A) and proliferation rate. Subsequently, the cells were plated on NeuroCult complete media (AI condition) and monitored for sphere formatting ability. After only 4 days, the Id2-shRNA transduced cells formed large dense spheres in comparison to the control or scrambled shRNA transduced cells which formed small loosely bound spheres (Figure 6B). Furthermore, the Id2 knockdown cells were found to be less proliferative than the non-transduced or scrambled shRNA transduced cells (Figure 6C,D). Taken together, these results support the hypothesis that Id2 expression maintains the proliferative phenotype of AD cells and acts as a negative regulator of the phenotypic transition from AD cells to AI cells.

**Figure 6:**
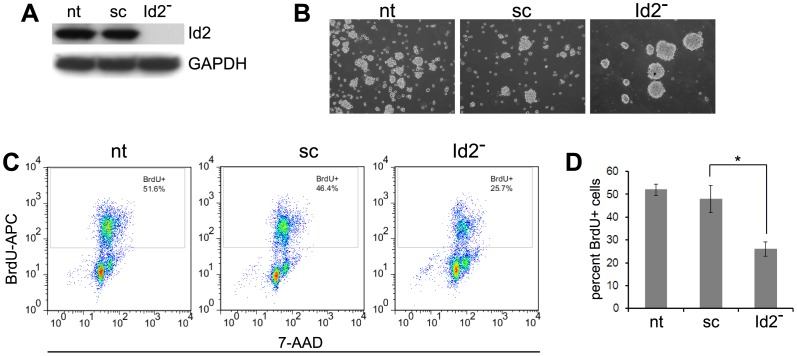
Stable knockdown of Id2 accelerates phenotypic transition. (**A**) Western blot analysis reveals complete knockdown of Id2 on Neuro2a AD cells transduced with Id2-shRNA lentiviral particles. (**B**) After only 4 days in NeuroCult complete media, the Id2 knockdown cells readily formed dense large spheres while the scrambled-shRNA transduced cells and the non-transduced AD cells formed loose smaller spheres at the same time point suggesting that Id2 knockdown accelerates the transition from AD to AI phenotype in Neuro2a cells. The images were captured on an Olympus ckx41 microscope using 10x objective. (**C, D**) BrdU incorporation assay demonstrated that transduction of Neuro2a AD cells with Id2-shRNA lentivirus reduced the rate of proliferation. The apoptotic cells were excluded by gating out the sub-2n cells. Data points represent mean ± S.D. (n = 4). *p<0.006 by Student’s t-test. nt: nontransduced Neuro2a AD cells; sc: Neuro2a AD cells transduced with scrambled shRNA lentivirus; Id2^−^: Neuro2a AD cells transduced with Id2 shRNA lentivirus.

### Id2 prevents phenotypic transition by binding TGFβ/Smad and inhibits activation of pathways inducing anoikis resistance

Transforming growth factor β (TGFβ) induces epithelial to mesenchymal transition (EMT) in carcinoma cells and promotes tumor invasion [38], [39], [40]. Id2 is known to be a key negative regulator of TGFβ-induced EMT in epithelial cells [31], [41] suggesting that the effect of Id2 on the neuroblastoma phenotypic switch may be mediated by TGFβ. Although gene array analysis revealed increased mRNA expression of TGFβ and Smad2/3 in AD cells compared to AI cells (Table S1), western blot analysis showed no activation of the TGFβ/Smad2/3 pathway in the AD cells (Figure 7C). Therefore, we predicted that high expression of Id2 may inhibit the TGFβ function and that suppression of Id2 on AD cells would increase the TGFβ functionality by activation of Smad2/3 and also Raf/Erk pathways thereby causing the cells to overcome anoikis and become anchorage independent. Indeed, western blot analysis revealed activation of Smad2/3, Raf and Erk following Id2 down regulation (Figure 7C). 

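Smad3, the receptor-regulated Smad that binds DNA, was 2.16-fold higher in AD cells, with 7.31 ± 0.18 log2 against 6.20 ± 0.07 log2 (SD, n = 4 each). Tgfb3 was the TGFβ ligand gene that rose in AD cells, 1.68-fold (7.57 ± 0.16 against 6.82 ± 0.14 log2). Tgfb1, Tgfb2 and Smad2 were not called. Smad3 had a log2 ratio of 1.11 (standard error 0.09, adjusted p = 6.56e-05 from limma) and Tgfb3 had 0.75 (standard error 0.09, adjusted p = 0.000745 from limma), without overlap between the arrays of the phenotypes in either gene (exact two-sided permutation test, p = 0.0286 each). Smad2 had 0.17 (standard error 0.08, adjusted p = 0.185 from limma; exact permutation test, p = 0.114). Tgfb1 had 0.15 (standard error 0.11, adjusted p = 0.438 from limma; exact permutation test, p = 0.314). Tgfb2 had a signal of 9.05 log2 in AD cells and 9.40 log2 in AI cells. Its log2 ratio of -0.35 (standard error 0.05, adjusted p = 0.00179 from limma) was below 1.5-fold, and AD replicate 1, at 8.95 log2, lay apart from the other AD arrays. Of 29 genes of TGFβ and activin ligands, receptors and Smads, 4 were higher in AD cells, 2 were lower and 23 were not called, and 6 were called when adjusted over the list alone. Besides Smad3 and Tgfb3, those higher in AD cells were Furin, a convertase that cleaves TGFβ precursors, with 0.86 and Skil, which encodes the Smad repressor SnoN, with 0.78. Lower in AD cells were the co-receptor Tgfbr3 with -0.87 and the inhibin subunit Inha with -0.62, which fell below 1.5-fold under quantile normalization and median centring. The list as a whole did not pass camera (adjusted p = 0.146). Of 23 transcripts that TGFβ induces, Skil and the inhibitory Smad7, with a log2 ratio of 1.26, were higher in AD cells. Bgn, a matrix proteoglycan, with -1.84, Acta2, smooth muscle actin, with -1.69, Tgfbi, a secreted matrix protein, with -0.98, and Fn1, fibronectin, were lower, 17 were not called, and 6 were called when adjusted over the list alone (camera adjusted p = 0.770). The AD signals of Bgn and Inha lay below the median signal of every array, so their ratios are not known exactly.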

Treatment of Id2-suppressed AD cells with 1D11 (TGFβ neutralizing antibody) or LY2109761 (TGFβ type I/II receptor inhibitor) induced remarkable apoptosis (+615% by 1D11 and +553% by LY2109761, see Figure 7A,B) and blocked the phosphorylation of Smad 2/3 (Figure 7C). Further evidence corroborating the suppressive effect of Id2 on the TGFβ pathway was observed in co-immunoprecipitation experiments in which Id2 bound both TGFβ and Smad2/3 (Figure 7D) suggesting an inhibitory action similar to that of Id2 on Rb. Taken together, the results show that Id2 functions as a negative regulator of TGFβ/Smad in neuroblastoma cells and activation of the TGFβ pathway is at least partially responsible for the transition of AD cells to an AI phenotype (Figure 8).

**Figure 7:**
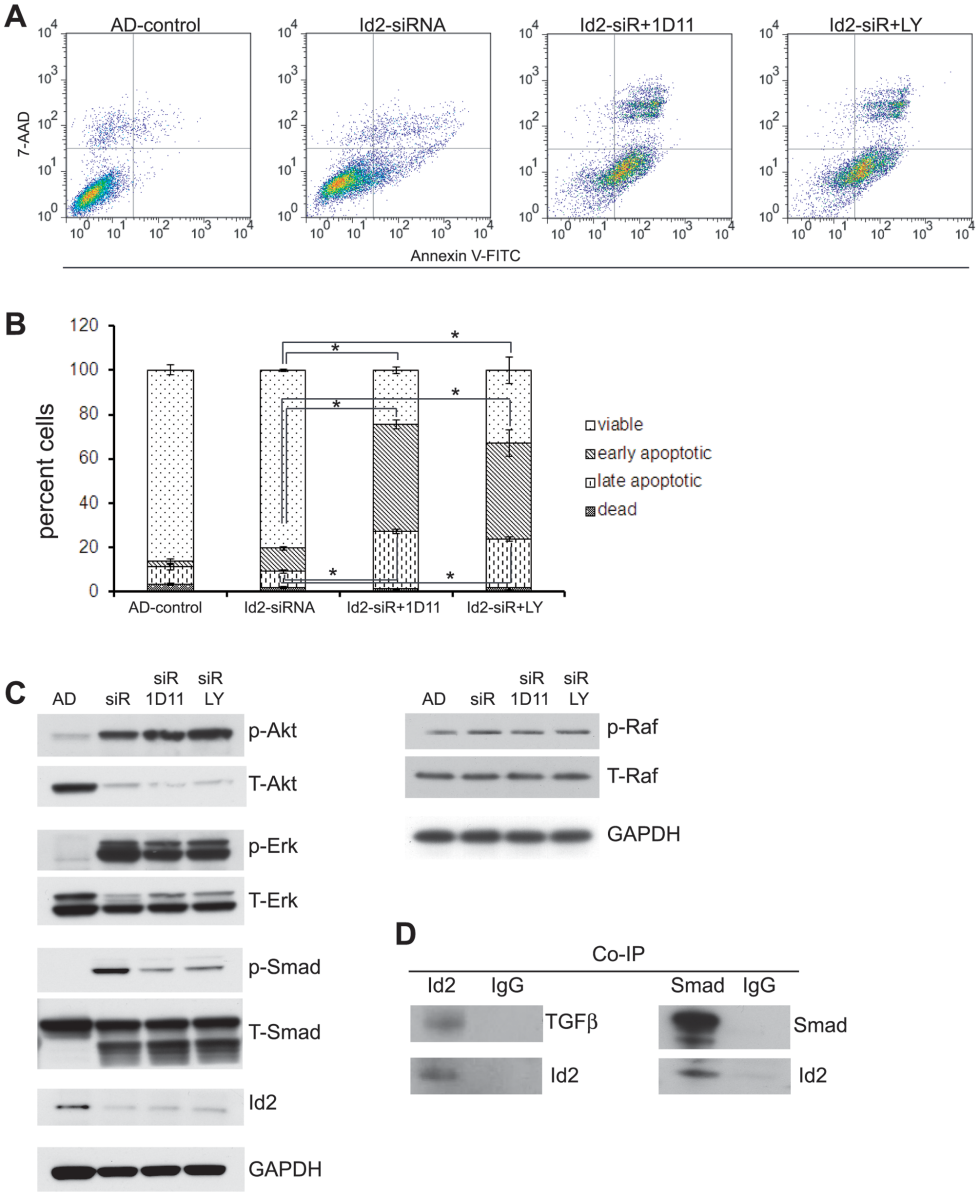
Id2 functions partially through TGFβ pathway. (**A, B**) The TGFβ neutralizing antibody (1D11) and its I/II receptor inhibitor (LY2109761) induced apoptosis in the Id2-inhibited AD cells. Data points represent mean ± S.D. (n = 3). *p<0.0001 by Student’s t-test. (**C**) Representative bands from Western blot analysis revealed decreased Smad2/3 activation in the presence of both TGFβ inhibitors with no change in Akt, Raf, Erk or Bcl2 pathways when compared to the Id2-suppressed cells. (**D**) Co-immunoprecipitation study shows Id2 binding to both TGFβ and Smad2/3.

**Figure 8:**
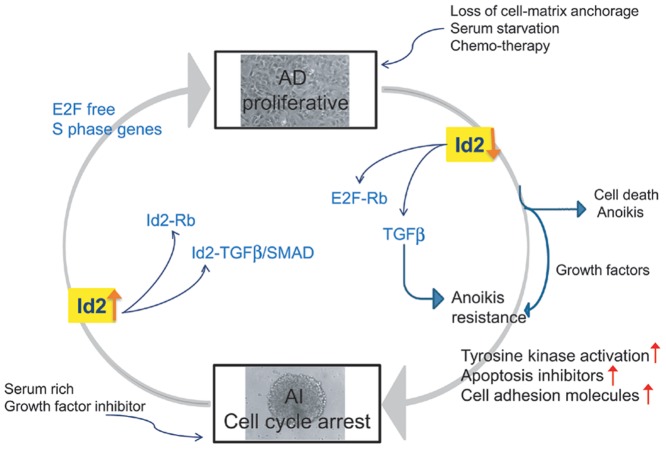
A model depicting the role of Id2 in Neuro2a phenotypic transition. We show that the AI cells lose their proliferative potential due to loss of n-myc and Id2 expression when conditions induce loss of cell-matrix anchorage or serum starvation. The mechanism by which this occurs is through competitive binding of retinoblastoma (Rb) and TGFβ. Diminished Id2 enables Rb binding to E2F, thus blocking progression into the S-phase of cell cycling (free E2F induces S-phase genes) and inhibiting proliferation. Subsequently the cells either undergo apoptosis or develop resistance to anoikis. Concurrently, inhibiting Id2 enables TGFβ to activate the pathways of anoikis resistance allowing the cells to adapt to unfavorable conditions.

### Tumor growth in a mouse neuroblastoma model is suppressed by multi drug treatment targeting molecular mechanisms of reversible adaptive plasticity

We have previously reported that irrespective of the phenotype (AD or AI) originally implanted in mice, neuroblastoma tumors grown *in vivo* show phenotypic heterogeneity with molecular marker signatures of both phenotypes and are indistinguishable in growth or histologic appearance. Simultaneously targeting both phenotypes with chemotherapy and growth factor inhibition slowed tumor growth in mice but promoted emergence of other variant phenotypes [19]. Since the Raf/Erk pathway is the convergence point of several other cell survival regulatory pathways that are found to be activated in AI cells, we proposed that inhibition of non-receptor tyrosine kinase signaling by the multi-kinase inhibitor sorafenib [42], [43] may represent an attractive approach to targeting the AI cells in mouse tumors. Similarly, the highly proliferative AD cells were targeted with the chemotherapy drug doxorubicin in the presence of metformin [19], [44]. We also reasoned that simultaneously targeting both phenotypes with chemotherapy and sorafenib plus the addition of a TGFβ inhibitor, LY2109761 would enhance the combinatorial effect and prevent reversible phenotypic adaptation from occurring. To test this rationale, mice were treated with reagents alone or in combination. Mice were treated with doxorubicin, metformin and sorafenib for three weeks starting a day after their tumor challenge, while mice that were treated with doxorubicin, metformin, sorafenib and LY2109761 were only treated for two weeks due to anticipated drug toxicity. In this model of neuroblastoma, we found that the combination of drugs targeting both AD and AI phenotypes together had significantly greater impact on suppressing tumor growth compared to targeting either phenotype alone (Figure 9A). When the TGFβ blocker was added to the combination to prevent phenotypic transition the effect on tumor growth was even more remarkable in which 50% of mice remained tumor free for the duration of the experiment (Figure 9A) and tumor growth was significantly suppressed (Figure 9B). These observations demonstrate the pre-clinical value of therapeutically targeting the molecular pathways governing reversible adaptive plasticity in neuroblastoma.

**Figure 9:**
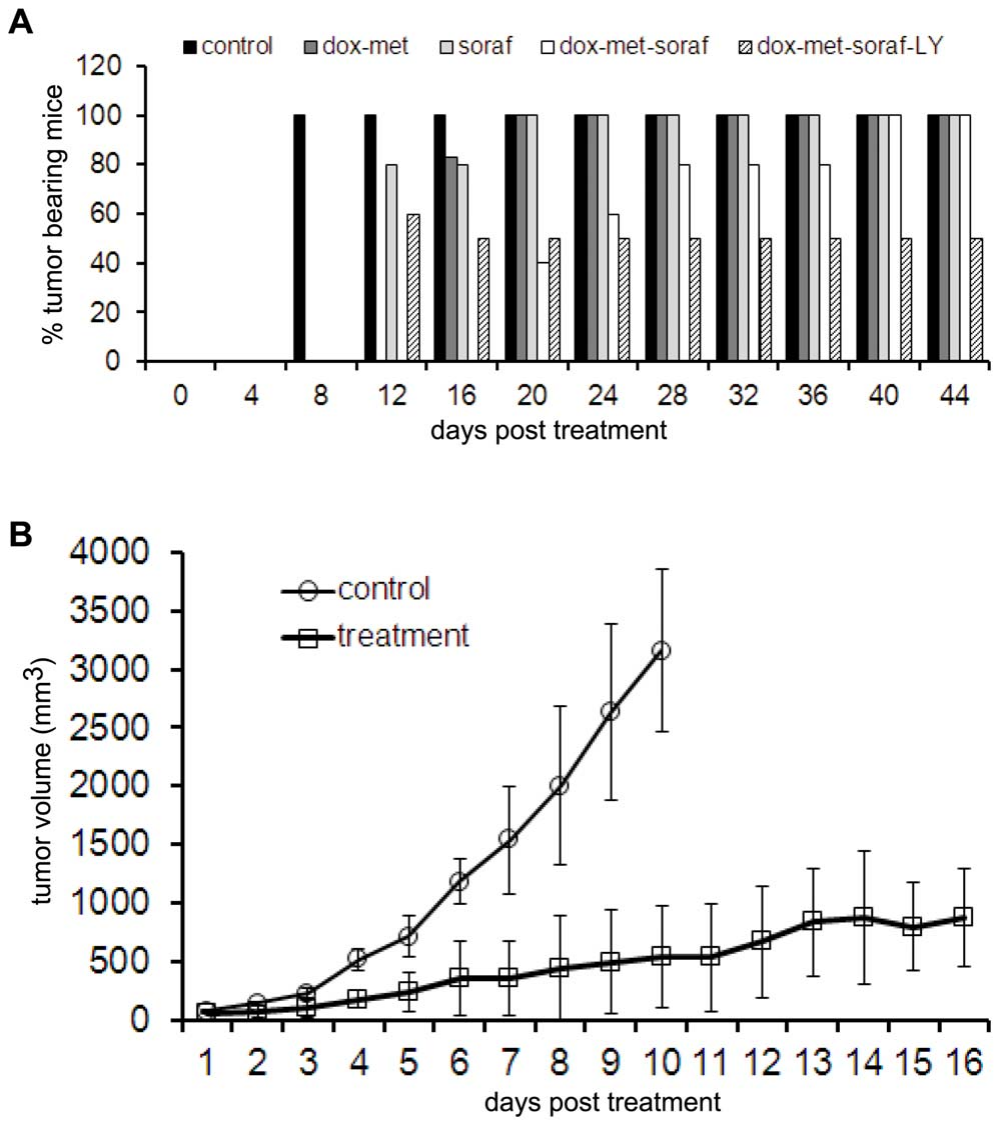
Treatment targeting AD and AI phenotypes as well as adaptive plasticity delayed mouse tumor growth. (**A**) A graphical representation of the gross tumor presence demonstrates that the combined treatment with doxorubicin, metformin, sorafenib and LY2109761 cured 50% of mice with microscopic tumors. All treatments in (A) were started one day after neuro2a inoculation (n = 10–15). (**B**) Tumor volume curve during treatment of established tumors with a combination of doxorubicin, metformin, sorafenib and LY2109761 showed remarkably suppressed tumor growth (n = 10). All mice in the control group were sacrificed by day 11 after the tumors reached 20 mm in diameter. The drug treatment in (B) was started after 5 mm tumor was visible in mice. Dox: doxorubicin, met: metformin, soraf: sorafenib, LY: LY2109761.

## Discussion

Neuroblastoma cells undergo reversible adaptive plasticity to survive unfavorable conditions and escape therapy [19]. To gain further insight into the mechanism driving this adaptation, we explored gene expression in the two heterogenous phenotypes of Neuro2a cells and examined potential target molecules involved in the phenotypic transition. We found that Id2, acting at least partially through the negative regulation of the TGFβ/Smad pathway is a key mediator of reversible adaptive plasticity. In both mouse and human neuroblastoma tumor cells, Id2 maintains the proliferative phenotype and any alteration in its expression perhaps due to microenvironmental signals may account for its phenotypic switching to a more dormant anoikis resistant phenotype (Figure 8).

Expression of Id proteins can be reactivated in human cancer and it is proposed that deregulated Id signaling may promote multiple attributes of malignant behavior [45]. The excessively high expression of Id2 in anchorage dependent cells, its function as an effector of n-myc and an oncogenic factor in neuroblastoma [27] as well as its contribution towards negative regulation of cell differentiation and positive regulation of cell cycle control [27], [32], [46] led us to investigate its role as a mediator of adaptive plasticity in neuroblastoma. Indeed, down-regulation of Id2 expression in the AD phenotype of neuroblastoma cells not only decreased proliferation and induced apoptosis but also resulted in over-activation of anoikis resistant pathways. This altered phenotype was similar to the AI cells in which anoikis resistance is evident. Conversely, overexpression of Id2 in the AI cells significantly increased their rate of proliferation. Therefore, Id2 appears critical for maintaining the proliferative AD phenotype while its suppression results in up-regulation of mechanisms governing transition to the anoikis resistant AI phenotype. These results identify and establish the distinctive functional role of Id2 in neuroblastoma tumor cell plasticity (Figure 8).

The effect of TGFβ on tissue homeostasis through the inhibition of Id proteins has been extensively studied in several cell lines including skin keratinocytes, lung epithelial cells and mammary epithelial cells [31], [47], [48] and Id2 is established as a key negative regulator of TGFβ-induced EMT in epithelial cells [31], [41]. Although in our model of neuroblastoma tumor cell plasticity, our previous findings did not detect any expression of markers indicative of EMT [19] and neuroblastoma is not a tumor of epithelial origin, it is possible that the phenotypic transition we described [19] and EMT may represent similar phenomena of tumor cell adaptation. Our findings demonstrate the critical role that Id2 plays in binding and negatively regulating TGFβ function. When Id2 is suppressed, the TGFβ pathway is activated inducing phenotypic transition to a less proliferative, anoikis resistant phenotype allowing the tumor cells to survive unfavorable or stressful conditions (Figure 8).

The Ras/Raf/Erk pathways are conserved signaling pathways that enable cells to respond to external stresses and stimuli [49], and changes in the Erk pathway can promote several effects ranging from apoptosis to exhibiting more malignant behavior depending on the cell type. In the present study, an increased activation of these pathways was noted in the AI cells as well as in AD cells following Id2-suppression. Sorafenib, competitively inhibits Raf activity resulting in attenuation of the Erk signaling pathway and is reported to have therapeutic effects in pre-clinical neuroblastoma studies [42], [43], [50]. Moreover, the anti-angiogenic effects of sorafenib in a neuroblastoma model are also described [43]. Anti-cancer efficacy of TGFβ receptor inhibitors either alone or in combination with chemotherapy is reported in animal model systems of pancreatic or breast cancers [51], [52]. In our study we observed a 50% cure rate along with decreased tumor growth and prolonged survival when LY2109761 was combined with sorafenib and doxorubicin/metformin treatment. These results demonstrate that this combination of agents significantly inhibited the growth of subcutaneous neuroblastoma tumors, most likely through targeting of the heterogenous tumor cell populations and the mechanisms governing adaptive cellular plasticity. These pre-clinical findings suggest that combined treatment strategies specifically targeting the AD and AI phenotypes as well as the pathways inducing transition may have enhanced clinical efficacy in children with neuroblastoma.

In conclusion, Id2 and TGFβ are key regulators of phenotypic transition in neuroblastoma tumor cells. Down regulation of Id2 is sufficient for the cells to change their phenotype from adherent to anchorage independent cells. This mechanistic study reveals critical pathways influencing reversible adaptive plasticity in neuroblastoma and provides the molecular and pharmacological rationale for translational therapy in patients. Our observations may also have broad implications for many other high-risk solid tumors that exhibit reversible adaptive plasticity besides neuroblastoma.

## Supporting Information

Figure S1 **Over-representation of differentially expressed genes in canonical signaling pathways of Neuro2a AD and AI cells.** The molecules with red color are up-regulated in AD cells compared to AI. The molecules with green color are down-regulated in AD cells compared to AI. Over-representation was defined as significant by a Fisher’s exact test (P<0.05). The identification of differentially expressed genes that are overrepresented in signaling pathways provides insight into molecular events that may be causally related to the gating of AD and AI phenotypes.
(TIF) Click here for additional data file.

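Fisher's exact test asked here whether the called genes were more frequent in a list than among the 19938 genes with a single symbol, for each of 42 lists. All but 1 were drawn up from general knowledge of pathways and cell types rather than from the canonical pathways of Figure S1. The other holds the anoikis genes and gene families that the paper named from these arrays, with family members filled in here. With Benjamini-Hochberg adjustment over the lists, 6 lists were rich in genes higher in AD cells and 10 in genes lower in AD cells. The cell cycle lists led, with adjusted p = 2.25e-46 for G1/S and DNA replication and 1.75e-27 for G2/M and mitosis. This test treats genes as independent, and camera with an estimated correlation (0.85 and 0.72 for these lists) gave adjusted p = 0.375 and 0.327. BMP signaling genes (adjusted p = 1.42e-06), noradrenergic genes (0.00130), Id and E proteins (0.00225) and TGFβ and activin genes (0.0182) also held more genes higher in AD cells than the background did. The smallest adjusted p for genes lower in AD cells were those of the anoikis resistance genes of the text (adjusted p = 1.08e-05), extracellular matrix genes (2.10e-05) and interferon-stimulated genes (9.74e-05), followed by genes of cholesterol synthesis (0.00121), SRF and actin (0.00798), the immediate-early response (0.00988), TGFβ-induced transcripts (0.0121), fatty acid synthesis (0.0124), integrins (0.0150) and neuronal and synaptic genes (0.0360). Of these lists, the TGFβ-induced (adjusted p = 0.770), neuronal and synaptic (0.410), TGFβ and activin (0.146), noradrenergic (0.0774) and immediate-early (0.0669) lists did not pass camera at the preset correlation. None of the 42 lists passed camera with an estimated correlation. Receptor tyrosine kinases did not pass Fisher's test in either direction (adjusted p = 0.992 for genes higher in AD cells and 1.00 for genes lower).

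**Figure D3:**
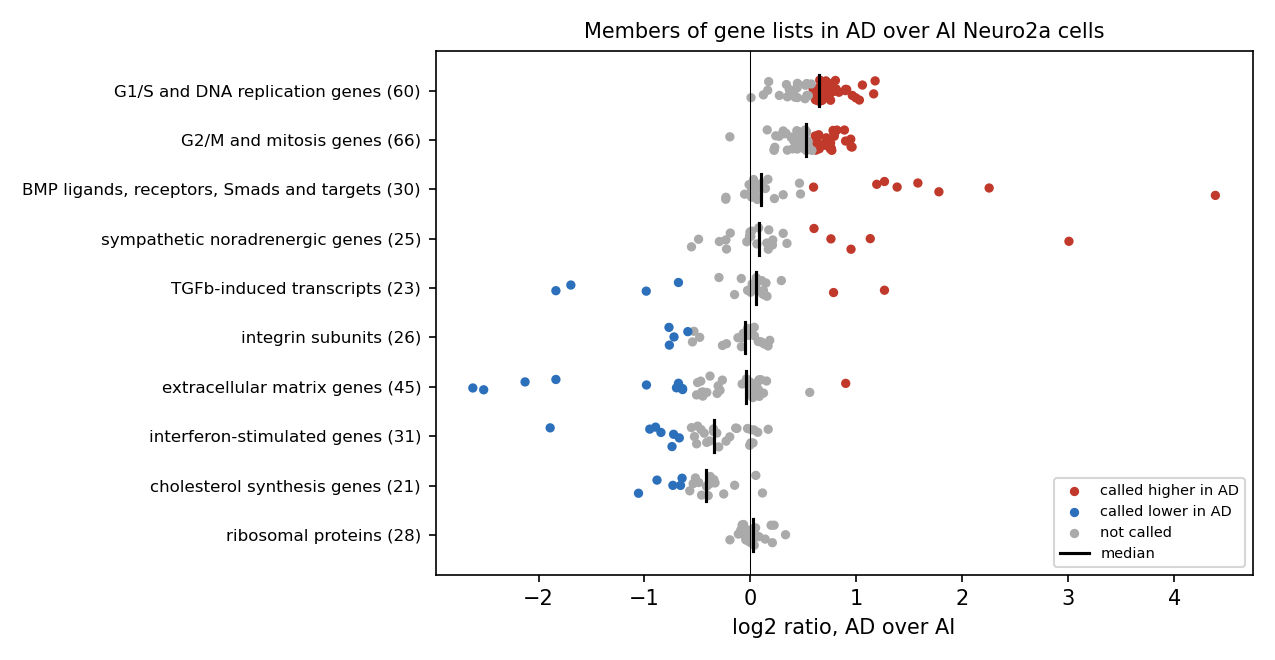
Log2 ratio of AD over AI for the members of 10 of the gene lists. Each dot is a gene, colored by its call, the black line is the median of the list and the number after the name counts the measured genes. The median is 0.65 for the 60 genes of G1/S and DNA replication and -0.41 for the 21 genes of cholesterol synthesis, and none of the 28 ribosomal protein genes is called.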

Figure S2 **Id2 down regulation in Neuro2a AD cells using anti-sense oligonucleotide.** (**a, b**) Representative plots showed that transfection of AD cells with Id2-AS (**a**) reduced the rate of proliferation as indicated by BrdU incorporation assay and (**b**) increased apoptosis. (**c, d**) Graphical representation of percentages of cells that were BrdU+ (**c**) and apoptotic (**d**) after Id2 down regulation. (**e**) Western blot analysis validated the decreased expression of Id2 protein after Id2 inhibition in the AD cells. Data points represent mean ± S.D. (n = 3). Control: AD cells, AS: AD cells transfected with Id2 antisense oligonucleotide; msm: AD cells transfected with mismatched oligonucleotide.
(TIF) Click here for additional data file.

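Table S1 lists for each differentially expressed transcript cluster its gene, its position, a p, the ratio between the phenotypes and the mean signals, sorted by p. The copy at hand holds only its first rows and lacks the other 1013 of 1180. For every row held, the log2 of the paper's ratio equals the difference between the AD and AI means of the deposited values within 0.0001. The paper's p equals that of an equal-variance comparison of the same values within 0.1% in 162 rows. Of the rows held, 43 are higher in AD cells and 124 are lower.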

Table S1 **List of differentially expressed genes in the AD and AI phenotypes of Neuro2a cells and ingenuity pathway of gene expression.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

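Gene expression was measured in Neuro2a cells grown attached (AD) and as detached tumorspheres (AI), with 8 arrays in all and 4 per phenotype. The authors extracted RNA, made labelled cDNA and hybridized each sample to its own Affymetrix mouse gene array. The submitters' notes name Partek 6.5 and GCRMA, and the methods name later versions of Partek and 3 normalizations (GCRMA-quantile, RMA16 and PLIER16), whose overlap was considered. The deposited table holds 1 normalization only, so the overlap was not repeated. As deposited, its values are log2 signals that the authors made by GCRMA background correction and normalization, for 35556 transcript clusters. Their scale and direction were checked against the ratios of Table S1, and they were analysed as deposited. Arrays give no counts, so the precision rests on the number of arrays and on signal over background.

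Clusters were named by the authors' annotation, and single symbols were matched by gene number to the RefSeq table of the mouse assembly GRCm38.p6. No symbol had to be updated. Clusters with several symbols or none usable were tested and counted but not named. AD and AI cells were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate), with Benjamini-Hochberg adjustment over all clusters, and called at an adjusted p under 0.05 and a fold of at least 1.5. Exact two-sided permutation tests of single genes and tables used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9. The model was tested on simulated data of the same size, with 200 clusters changed. It recovered 88.0% of those changed 1.75-fold, 92.0% at 2-fold, 98.0% at 4-fold and all at 8-fold, and called 4 clusters that were not changed.

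The 42 gene lists, the rule for named genes and the alternative settings were fixed before the data were examined, apart from 1 alternative, named clusters only, which was added later. The first 167 rows of Table S1 had been seen by then, so that genes in them were known to change. Of 1089 listed members, 998 were measured by a cluster with a single symbol. Named genes are every gene the paper names in connection with the array, with members filled in where it names only a family. They are also the 10 named genes with the largest change in each direction among those called whose arrays do not overlap. From each list, up to 3 called members per direction with the largest change were added. Lists were tested with camera at a preset correlation between genes of 0.01, and also with an estimated correlation, with fry and with Fisher's exact test. Camera compares the genes of a list with all others, and fry asks only whether the list shifts in a common direction.

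The alternatives were quantile normalization and median centring of the arrays, a filter that left out clusters below the 40th percentile of mean signal, the methods' own analysis of variance without moderation, moderation with a trend and robust variance, array weights, replicate number as a block, other fold and adjusted p thresholds, 1 cluster per gene, the mean of a gene's clusters, other distances and linkages for the clustering, and leaving out each array in turn. Protein blots, flow cytometry and tumors have no deposited values and were left out.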

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

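The tests of mixed RNA in AD replicate 4, of the excess of lower calls, of the clusters that could not be named and of the BMP genes were chosen after those results were seen, and the scaling test of AD replicate 4 was not. The scaling and brightness tests of the lower calls and of the unnamed clusters were replaced once after their first values were seen, and the limit of 10 calls per bin was set after the counts were seen. The scaling test of the BMP genes was likewise replaced, since both scalings move ratios toward AD cells and so rarely end such a call.

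All 118 single genes named in the text, the means of the 15 gene lists that passed camera and the array medians were tested for an array apart from its group. In 21 of 268 groups of 4 arrays, 1 array lay far from the other 3, where chance gives 1 in 20, or about 13.4. For single genes in AD replicate 4 these were Htr3a (9.563 log2, others 9.97 to 10.04), Exo1 (8.053, others 8.90 to 8.93), Hells (8.805, others 9.48 to 9.59), Id1 (7.918, others 8.20 to 8.24), Aldoc (10.37, others 9.70 to 9.81), Camk2a (7.820, others 7.50 to 7.53) and Camk2b (7.553, others 7.23 to 7.28). In other AD arrays they were Tgfb2 (8.952, others 9.07 to 9.09) and Fn1 (10.50, others 10.62 to 10.64) in AD replicate 1 and Myl9 (6.037, others 5.92 to 5.93) in AD replicate 2. In AI arrays they were Camk2b (6.644, others 6.68 to 6.69) and Itga2b (6.095, others 6.19 to 6.20) in AI replicate 1, Cyp2s1 (7.771, others 8.17 to 8.20) in AI replicate 2, Pik3cg (4.884, others 4.81 to 4.82) and Shmt1 (7.031, others 7.24 to 7.25) in AI replicate 3 and Id3 (4.776, others 4.69 to 4.70) in AI replicate 4. For the means of gene lists they were G1/S and DNA replication in AD replicate 4 (8.723, others 9.20 to 9.26), G2/M and mitosis in AD replicate 4 (9.219, others 9.47 to 9.49), extracellular matrix in AD replicate 4 (6.374, others 6.29 to 6.30), hypoxia and glycolysis in AI replicate 2 (9.746, others 9.94 to 9.96) and ATF4 stress genes in AI replicate 4 (9.652, others all 9.69).

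Of the gene lists that the paper does not discuss, 10 passed camera at the preset correlation and none did with an estimated correlation (adjusted p 0.0522 to 0.435). Their median log2 ratios of AD over AI were 0.241 for ribosome biogenesis and nucleotide synthesis, 0.103 for BMP signaling, -0.415 for cholesterol synthesis, -0.143 for fatty acid synthesis, -0.0667 for NRF2 antioxidant genes, -0.235 for hypoxia and glycolysis, -0.349 for interferon-stimulated genes, -0.135 for ATF4 stress genes, -0.0373 for extracellular matrix and -0.118 for SRF and actin cytoskeleton genes. After each array was centred on its median, the median turned positive for NRF2 genes (0.0098) and for extracellular matrix (0.0392, and 0.0047 after quantile normalization), while both tests stayed past the threshold toward AI cells.

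AD replicate 4 lay nearer to AI cells than the other AD arrays did, with 10 of the 21 results above in this array, though Camk2b rose there away from AI cells. Mixing of AI RNA into it is argued against: over 67 named clusters at least 2-fold higher in AD cells it had moved 32.1% of the distance to AI cells, but over 107 at least 2-fold higher in AI cells only 7.91%, a ratio of 0.246 where mixing needs about 1. Scaling of this array is argued against as the whole cause, since its G1/S mean stayed 0.375 log2 below the lowest other AD array after quantile normalization (0.473 before). Fewer dividing cells in that culture may remain as an explanation, and no density or harvest time is given that could test it. Without this array 1636 clusters were called.

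Calls lower in AD cells outnumbered calls higher in AD cells. Whether scaling between the arrays accounts for the imbalance as a whole cannot be told, since the share of lower calls went from 64.5% to 47.0% after median centring, which shifts every cluster of an array alike, but only to 59.8% after quantile normalization. Scaling is argued against for the clusters that could not be named, whose share of lower calls stayed above that of clusters with a single symbol by 33.4 percentage points after centring and by 27.5 after quantile normalization. Brightness is argued against for these as well: over the 6 of 10 equal bins of brightness with enough calls their share of lower calls was 25.2 percentage points above that of single-symbol clusters weighted to the same bins (bootstrap 95% interval 20.0 to 30.7), and it was higher in 5 of them, while the gap in median log2 ratio ran from -0.0079 to 0.0857 over all 10 bins. What the unnamed clusters measure stays open.

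Of 30 BMP signaling genes, 8 were called higher in AD cells, none was called lower and 22 were not called, while at any fold 12 had an adjusted p under 0.05 toward AD cells and 2 toward AI cells. The called genes were Id1, Id2, Id3, Smad9, a BMP receptor-regulated Smad, with a log2 ratio of 1.58, the inhibitory Smad6 with 1.38 and Smad7, the transcription factor Atoh8 with 1.78 and the receptor Bmpr1b with 0.60 (camera adjusted p = 2.63e-06, and adjusted p = 0.0522 with an estimated correlation; 8 called when adjusted over the list alone; Smad9, Smad6 and Bmpr1b were named after their values were seen; the AI signals of Id2, Id3, Atoh8, Bmpr1b and Smad6 lay below the median of every array, so their ratios are not known exactly). Scaling between the arrays is argued against as the whole cause of the ratios of the called genes. Median centring moved the median log2 ratio of all clusters from -0.00078 to 0.076, and quantile normalization moved it to 0.017. The smallest ratio of the called genes was 0.60 (Bmpr1b). Both scalings left all 8 called, but both move ratios toward AD cells, so that count decides nothing. The called genes were picked for their large ratios, so the list as a whole is not covered. These genes lay in the median 4.11 SD above the median of all clusters in the same bin of brightness (lowest 2.63 SD, Bmpr1b). The 22 genes that were not called were not tested in this way, and the median log2 ratio of all 30 was 0.10. Probes shared among Id paralogs are argued against as the whole cause, since 5 of the called members are not Id genes. Serum in the AD medium, which may carry BMP ligands, cannot be told apart from attachment, since there were 0 arrays of detached cells with serum or of attached cells without it.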

How the results depend on the processing

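Of 3259 alternative values for 196 results under 26 settings, 3145 kept their direction and their side of the threshold, or for counts stayed within 1.5 times, and 114 did not. Named clusters only was the setting chosen after seeing the data. The 8 arrays can be split into 4 and 4 in 35 ways. Only 1 split, AD against AI, gave as many called clusters in limma (1396, highest other 0). The same held for called cell cycle genes (64 of 126, highest other 0) and called anoikis genes (7, highest other 0). A share of 1 in 35 is the smallest this design allows. It argues against chance for the counts of clusters and cell cycle genes, without excluding it. This holds only if the arrays are independent, which the labels and the methods describe differently. The paper chose the anoikis genes and gene families on these arrays, so their count is no independent evidence. Without a fold threshold 6444 clusters were called, 3024 higher and 3420 lower in AD cells, and at a fold of at least 2 there were 254, 81 higher and 173 lower, as these thresholds must give. With 1 cluster per gene 883 genes were called, 480 of them lower, and with named clusters only 518 clusters were lower (54.4% of the calls), as fewer features are counted. Median centring left 1378 calls and turned the balance of directions to 47.0% lower (64.5% before, and 59.8% of 1325 calls under quantile normalization), and 1142 of these clusters are among the 1396. The other scalings and tests gave 1180 calls (the methods' one-way ANOVA) to 1485 (array weights), and leaving out 1 array at a time gave 1217 (without AI replicate 3) to 1636 (without AD replicate 4). With the replicate number as a block 1352 clusters were called, and arrays of the same number were not paired by their values (correlations -0.11, 0.08, 0.00 and -0.17, with AI replicates 4, 1, 4 and 3 as the best partners of AD replicates 1 to 4). Camera with an estimated correlation called 0 lists, fry called 29, and the G1/S list (median 0.65, adjusted p = 0.375) and the G2/M list (0.53, adjusted p = 0.327) lost the threshold with the estimated correlation, for a cause that was not tested; the adjusted p of the G1/S list ran from 1.27e-34 to 0.375 over all settings. No result that passed its threshold reversed. Among those that did not pass, Akt2 turned to -0.011 under quantile normalization (-0.0087 to 0.0490 over the left-out arrays), and the direction of the set test turned for glial markers (median 0.0625) and fibroblast markers (0.0657) under quantile normalization, for pro-apoptotic Bcl2 family genes under median centring (0.126), the dim filter (0.0236), trend and robust moderation (0.0499) and fry (0.0499), for receptor tyrosine kinases under the dim filter (-0.0918), for endoplasmic reticulum chaperones under array weights (-0.0034) and the replicate block (-0.0152) and for Wnt targets under fry (0.0357). Over the left-out arrays it turned for glial markers (0.0018 to 0.0288), pro-apoptotic Bcl2 family genes (0.0139 to 0.0639), macrophage markers (-0.0253 to 0.0197), ribosomal proteins (0.0073 to 0.0327), endoplasmic reticulum chaperones (-0.0254 to 0.0080) and neural progenitor markers (0.0106 to 0.0414); the cause was not tested. The methods' one-way ANOVA gives no set test, and the dim filter drops some genes, so these have no value there. Signals below the median of every array, such as those of Id2, Id3 and Nnat in AI cells and of Cbr2, Cyp2s1 and Bgn in AD cells, limit how exactly a ratio is known.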

Differences from the paper's values

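None of the counts and ratios that the paper states was more than 1.5 times away from the value found here at the same thresholds. With limma 1396 clusters were called against the paper's 1180, and the methods' one-way ANOVA, an alternative set before the data were examined, gives 1180. Id2 was 20.9-fold higher in AD cells against the paper's 20, and Mycn 3.51-fold against the paper's 3.5.

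The paper names Bcl2, PI3K and Akt, EGFR, Ras and integrins α1, α3, α5, β1 and β3 as overexpressed in AI cells. Its text does not say which PI3K, Akt and Ras genes it means, so members of these families were filled in here. Of the 20 genes measured, 7 were called higher in AI cells: Bcl2, Itga1, Itga3, Itga5, Itgb3, Rras and Pik3r3. Pik3r3 and Rras may be the PI3K and Ras genes it means, so other members that were not called need not conflict with it. Integrin β1 (log2 ratio of AD over AI -0.12), Akt1 (0.11) and Akt2 (0.02) were not called. Egfr (0.22) and, among PI3K and Ras genes, Pik3cb (0.29) and Rras2 (0.27) pointed toward AD cells, below 1.5-fold. No setting called Egfr, Itgb1, Akt1 or Akt2 higher in AI cells. Without a fold threshold Pik3cd (-0.34, adjusted p = 0.0207 from limma) passed toward AI cells, and Pik3cb (adjusted p = 0.00957), Rras2 (0.0101) and Egfr (0.0280) passed toward AD cells. Hras could not be compared.

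The paper states higher TGFβ and Smad2/3 mRNA in AD cells, and its text does not say which TGFβ gene. Table S1, which it cites, could not be searched in the 1013 rows that were not at hand. The legend of Figure 1 sets 1.5-fold for that table, and the rows held match the deposited ratios. Among single-symbol clusters of Tgfb1, Tgfb2, Tgfb3, Smad2 and Smad3, only those of Tgfb3 and Smad3 reached 1.5-fold here. Smad3 (log2 ratio 1.11) and Tgfb3 (0.75) were called higher in AD cells. Smad2 (0.17) and Tgfb1 (0.15) were not called under any setting, and Tgfb2 (-0.35) pointed toward AI cells below 1.5-fold.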

Other observations

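Some genes of lipid metabolism were lower in AD cells, that is, higher in the detached AI cells. Of 21 cholesterol synthesis genes, 5 were lower, none was higher and 16 were not called, led by the mevalonate pathway enzymes Pmvk (log2 ratio of AD over AI -1.06) and Mvd (-0.88) and by Lpin1, a phosphatidate phosphatase (-0.73), with 3 called after median centring (camera adjusted p = 1.84e-13, and adjusted p = 0.138 with an estimated correlation). Of 24 fatty acid synthesis genes, 4 were lower and 20 were not called, among them Scd1, the cholesterol exporter Abca1 (-1.04) and the acetyl-CoA synthetase Acss2 (-1.03) (camera adjusted p = 3.10e-05, and adjusted p = 0.275 with an estimated correlation). Of 31 interferon-stimulated genes, 7 were lower and 24 were not called, led by Dhx58, an RNA sensor homolog (-1.89), the antigen presentation gene Tapbp (-0.95) and Oasl2 (-0.90) (camera adjusted p = 1.67e-10, and adjusted p = 0.292 with an estimated correlation). Of 45 extracellular matrix genes, 9 were lower, 35 were not called and Nid1, a basement membrane protein, was higher (0.90), with AD replicate 4 above the other AD arrays in the list's mean (camera adjusted p = 2.63e-06, and adjusted p = 0.296 with an estimated correlation). Of 19 SRF and actin cytoskeleton genes, 4 were lower and 15 were not called, with Acta2, the matricellular gene Ccn1 (-1.65) and the myosin light chain Myl9 (-1.65) in front (camera adjusted p = 3.84e-06, and adjusted p = 0.125 with an estimated correlation). Of 34 hypoxia and glycolysis genes, 3 were lower and 31 were not called: the kinase Pdk1 (-1.29), the oxygen sensor Egln3 (-1.15) and Aldoc (-0.86), with AI replicate 2 below the other AI arrays in the list's mean (camera adjusted p = 7.44e-08, and adjusted p = 0.375 with an estimated correlation). Of 25 NRF2 genes, the antioxidant genes Srxn1 (-1.58), Nqo1 (-1.56) and Osgin1 (-0.86) were lower and 22 were not called (camera adjusted p = 0.00314, and adjusted p = 0.327 with an estimated correlation). Of 24 ATF4 stress genes, Atf3 (-1.09), Trib3 (-0.69) and Stc2 (-0.66, under 1.5-fold after median centring) were lower and 21 were not called, with AI replicate 4 below the other AI arrays in the list's mean (camera adjusted p = 6.94e-05, and adjusted p = 0.294 with an estimated correlation).

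Some genes of cell identity and of other lists were called, but none of these lists passed camera under the main settings. Of 25 sympathetic noradrenergic genes, 5 were higher in AD cells and 20 were not called, among them Dbh, the transcription factors Phox2a (1.13) and Tbx2 (0.95), while the list did not pass camera (adjusted p = 0.0774) except without AD replicate 1 (0.0487), with 0.388 at an estimated correlation. Crabp1, a retinoic acid binding protein (1.70), was higher in AD cells and the other 17 of 18 retinoic acid response genes were not called (adjusted p = 0.120). Of 34 neuronal and synaptic genes, Ncam1 (0.72) and Camk2b (0.66, under 1.5-fold without AD replicate 4) were higher, 4 were lower, with Camk2a (-1.33), Gabbr1 (-1.07) and Ache (-1.02) in front, and 28 were not called (adjusted p = 0.410). Of 25 neural progenitor markers, the neurotrophin receptor Ngfr (0.70) was higher, Prom1 (-1.06) lower and 23 not called (adjusted p = 0.882). Of 29 mesenchymal and EMT markers, Mmp9 (-1.02), Notch2 (-0.75) and Fn1 (-0.68) were lower and 26 were not called (adjusted p = 0.295); the paper reports no EMT markers in this model from earlier work. Of 21 immediate-early genes, 4 were lower, among them Atf3, Btg2 (-1.05) and Jun (-0.59), with 2 called after median centring and 2 to 4 when single arrays were left out, and 17 were not called (adjusted p = 0.0669). The list passed camera after median centring (adjusted p = 0.01004), with trend and robust moderation (0.0409) and without AD replicate 2 (0.0423), AD replicate 3 (0.0315) or AI replicate 2 (0.0381), but not with an estimated correlation (0.375). By fry the adjusted p was 0.000721, toward AI cells. Fry here tests whether a list shifts in a common direction, not whether it changes more than other genes. Of 24 p53 targets, Trp53inp1 (-1.18) and Btg2 were lower (adjusted p = 0.150), of 17 Wnt targets Tcf7l2 (-0.70) and Wnt11 (-0.60, under 1.5-fold after median centring) were lower (adjusted p = 0.882), of 19 Notch genes Notch2 was lower (adjusted p = 0.259), and of 11 housekeeping genes the transferrin receptor Tfrc (-1.84) was lower (adjusted p = 0.295); no other member of these lists was called. Cdkn1a and Bax, also on the list of p53 targets, were not measured. The AD signals of Dhx58, Osgin1, Mmp9 and Wnt11 and the AI signal of Nid1 lay below the median of every array, so their ratios are not known exactly.

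Few markers of other cell types differed: of 49 markers in 5 lists, none was called higher in AD cells and 1, Pdgfrb of the fibroblast list, was called lower. The camera adjusted p was 0.912 for 13 glial, 0.831 for 10 fibroblast, 0.873 for 12 macrophage, 0.580 for 10 endothelial and 0.288 for 4 erythroid markers. No member was called among 19 endoplasmic reticulum chaperones (0.966), 9 genes of the embryonic totipotent stage (0.564) and 28 ribosomal proteins (0.873). When single arrays were left out, 0 to 1 of the chaperones, 1 to 2 of the Notch genes and 1 to 2 of the Wnt targets were called. Adjusted over the list alone, each list gave the same number of calls in each direction as over all clusters.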
